# HOXB8 Counteracts MAPK/ERK Oncogenic Signaling in a Chicken Embryo Model of Neoplasia

**DOI:** 10.3390/ijms22168911

**Published:** 2021-08-18

**Authors:** Axelle Wilmerding, Lauranne Bouteille, Lucrezia Rinaldi, Nathalie Caruso, Yacine Graba, Marie-Claire Delfini

**Keywords:** HOX, MAPK/ERK, cancer, developing spinal cord, transcription, chicken embryo

## Abstract

HOX transcription factors are members of an evolutionarily conserved family of proteins required for the establishment of the anteroposterior body axis during bilaterian development. Although they are often deregulated in cancers, the molecular mechanisms by which they act as oncogenes or tumor suppressor genes are only partially understood. Since the MAPK/ERK signaling pathway is deregulated in most cancers, we aimed at apprehending if and how the Hox proteins interact with ERK oncogenicity. Using an in vivo neoplasia model in the chicken embryo consisting in the overactivation of the ERK1/2 kinases in the trunk neural tube, we analyzed the consequences of the HOXB8 gain of function at the morphological and transcriptional levels. We found that HOXB8 acts as a tumor suppressor, counteracting ERK-induced neoplasia. The HOXB8 tumor suppressor function relies on a large reversion of the oncogenic transcriptome induced by ERK. In addition to showing that the HOXB8 protein controls the transcriptional responsiveness to ERK oncogenic signaling, our study identified new downstream targets of ERK oncogenic activation in an in vivo context that could provide clues for therapeutic strategies.

## 1. Introduction

The HOX family is an evolutionary conserved set of proteins that regulate developmental processes such as anteroposterior body axis patterning, organ morphogenesis and cell fate. As transcription factors, their mainly act by target gene transcriptional activation or repression [1,2]. There are 39 HOX genes in vertebrates, arranged in a contiguous manner in four groups of 9-11 genes, A, B, C and D, located in humans on 4 different chromosomes, at 7p15, 17p21, 12q13, and 2q31, respectively [3]. HOX genes are numbered 1 through 13 so that each HOX has up to four paralogs on each of the four chromosomal loci. Their role in embryonic development during which their spatial and temporal expression is tightly governed is well established [2]. HOX genes remain expressed in adult tissues and participate, among other things, in tissue-specific stem cell differentiation contributing to the maintenance and function of various organs and tissues [4].

Aberrant expression of HOX genes is associated with many human pathologies including cancers [5,6]. The roles of HOX transcription factors as oncogenes or tumor suppressor genes, depending on the cellular context, are well-established and imply modulation of angiogenesis, differentiation, apoptosis, proliferation, epithelial-to-mesenchymal transition and DNA repair [3]. Highlighting the precise context-dependent and versatile role of the HOX proteins, the same HOX protein can act either as a tumor suppressor or as an oncogene [7]. For example, HOXA9 drives leukemia [8], but suppresses metastasis and growth in breast cancer [9]. Similarly, HOXB8 acts as an oncogene in several cancers including colorectal cancer [10], but is a favorable prognostic marker in renal cancer (Human Protein Atlas) [11]. HOXB8 has also been recently shown to positively control the transcriptional expression of the tumor suppressor *LZTS1* [12]. A better understanding of the molecular mechanisms that promote either the oncogenic or tumor suppressor activity of the HOX proteins remains unsolved.

The mitogen-activated protein kinase (MAPK) cascades are critical pathways for human cancer cell survival, dissemination, and resistance to drug therapy [13,14]. In particular, the MAPK/extracellular signal-regulated kinase (ERK1/2) pathway is a signaling node that receives input from numerous stimuli, including internal metabolic stress and DNA damage pathways, as well as through signaling from external growth factors, cell-matrix interactions, and communication from other cells [15]. Through sequential activation of Ras-like GTPase, RAF, MEK, and ERK1/2, the ERK1/2 pathway transduces the signal of growth factors across the cell membrane to control cell cycle progression, proliferation, survival, and differentiation. This pathway is finely regulated by feedback loops and nearly strictly converges towards the phosphorylation and activation of the ERK1 and ERK2 kinases which interact with many cytosolic and nuclear substrates (>300 described) [16,17]. The induction of immediate early genes (IEGs) following exposure to ERK1/2 represents the first major transcriptional program that precedes changes in a variety of cellular responses. The MEK1/2-ERK signaling directly activates IEG promoter-bound transcription factors [18] and activates the transcription of such genes as the Fos, Jun and Myc families of transcription factors, as well as other transcription factors, such as Egr-1 [19].

That overactivation of the RTK/RAS/RAF/MEK/ERK signal is a key oncogenic event is known for more than two decades [20] and has been recently confirmed by pan-cancer genomic analyses, which have indeed shown that it is the signaling pathway with the highest median frequency of alterations (46% of the samples) across all cancer types [21]. The clinical and therapeutic success of RAF and MEK1/2 inhibitors has revolutionized the existing treatment schemes for previously incurable cancers. However, the overall therapeutic efficacies are still largely compromised by side effects and emerging drug resistance mechanisms [16]. It is therefore crucial to improve our understanding of the molecular mechanisms underlying the oncogenic activity of the ERK pathway to develop more effective therapies.

Studies on zebrafish embryos suggested that posterior Hox genes control responsiveness to the RTK/FGF signal (which has ERK as the cellular effector in this tissue) [22] during early development [23]. In addition, recent studies have shown that HOXB7, HOXA3 and HOXC6 act as oncogenes by activating the ERK pathway in pancreatic, colon and glioblastoma cancers, respectively [24,25,26]. To gain insights in the molecular mechanisms by which the HOX proteins control ERK oncogenic pathways, we developed a chicken embryo neoplasia model obtained by ERK1/2 overactivation in the trunk neural tube [27] and investigated the effects of HOX expression in this model. We started the analysis with HOXB8, for which we have recently investigated the function during the development of the spinal cord and identified transcriptional target genes in this structure [12]. We found that HOXB8 largely counteracts ERK oncogenic activity in this neoplasia model. Transcriptomic analysis showed that the HOXB8 tumor suppressor function relies on a large reversion of the oncogenic transcriptome induced by ERK overactivation. HOXB8 effect is independent of ERK phosphorylation and nuclear translocation and does not rely on the transcriptional control of the immediate early genes of the EGR family but might rely on the transcriptional control of the MYC and FOS families. This study also identified new transcriptional downstream targets of ERK controlled by HOXB8 that could provide clues for therapeutic applications. We found that one of the genes most upregulated by ERK overactivation and whose expression is reversed by HOXB8 is the gene encoding CHST15. CHST15 expression is unfavorable in most human cancers, underlining the relevance of this chicken in vivo model to identify new targets relevant in human pathologies.

## 2. Results

### 2.1. HOXB8 Transcription Factor Inhibits Neoplasia Induced by ERK Overactivation in the Chicken Embryo Neural Tube

We have recently analyzed the function and identified target genes of HOXB8 in the developing spinal cord of chicken embryo [12]. In particular, we have demonstrated that the gain of function of HOXB8 in the trunk neural tube of a 2-day-old chicken embryo performed by electroporation of the pCIG-HOXB8 expressing vector (co-expressing nuclear GFP) increases cell death and the amount of the transcript of the gene coding for the tumor suppressor LZTS1 [12]. To test the effect of HOXB8 on ERK oncogenic activity in an in vivo context, we took advantage of a model of ERK-induced neoplasia we developed in the chicken embryo neural tube [27]. The model consists in the expression of a constitutive active form of the kinase MEK1 (MEK1ca) acting upstream of ERK1/2 [28,29], by electroporating the pCIG-MEK1ca expressing vector in the trunk neural tube of 2-day-old chicken embryos. While pCIG-MEK1ca electroporation induces a strong neoplastic phenotype three days post-electroporation [27] (Figure 1A), co-electroporation of pCIG-MEK1ca with pCIG-HOXB8 leads to a milder phenotype (Figure 1A). Immunofluorescence staining on transverse sections with a GFP antibody to stain transfected cells (Figure 1A), co-stained with phalloidin (Figure S1), allowed to highlight that while the neural tube is still morphologically affected (compare to the control/pCIG condition and to the contralateral/non-electroporated part of the neural tube), the extent of neoplasia is much weaker in all the embryos analyzed when MEK1ca is co-transfected with the HOXB8 expressing vector (>10 embryos analyzed for each condition). This morphological analysis suggested that in this context, the HOXB8 gain of function works as a tumor suppressor.

We next decided to investigate the molecular mechanisms by which HOXB8 inhibits ERK1/2 overactivation-induced neoplasia. HOXB8 is endogenously expressed in the trunk neural tube of chicken embryos from E3, controlling neuronal delamination [12]. Since HOXB8 overexpression in the neural tube leads to an increase of apoptosis [12], HOXB8 tumor suppressor effect may be due to cell death induction in MEK1ca expressing cells. We thus performed immunofluorescence staining on transverse sections of chicken embryos one day after electroporation and quantified the cleaved caspase 3 (CASP3) apoptotic marker in the neural tube after transfection of control pCIG, MEK1ca or MEK1ca + HOXB8. We found increased apoptosis in the MEK1ca condition (as already described in [27]) which is further enhanced in the MEK1ca + HOXB8 condition (Figure 1B,C) in agreement with the hypothesis that HOXB8-induced cell death contributes to the reduction of MEK1ca-induced neoplasia. Since the Hox genes have been shown to control the responsiveness of the FGF/ERK signaling in a developmental context in zebrafish [23] we next probed if in addition to increasing cell death in MEK1ca-expressing cells, the HOXB8 gain of function might also counteract MEK1ca-induced oncogenic transcriptome. To test this hypothesis, we performed fluorescence in situ hybridization on transverse sections with probes against target genes of the ERK pathway, the DUSP5, GREB1 and IL17RD genes, whose transcripts are strongly upregulated after MEK1ca expression in the chicken neural tube [27]. We found that when HOXB8 is co-expressed, MEK1ca does not induce the expression of any of these three genes (Figure 1D, Figures S2 and S3). We next asked if the suppressing effect of HOXB8 on MEK1ca-induced target genes observed occurs upstream, by modifying ERK1/2 activation, or downstream of ERK1/2 by modifying the transcriptional response to ERK1/2 signaling. We performed immunofluorescence staining on transverse sections with the phospho Thr202/Tyr204 ERK1/2 (pERK) antibody which reflects ERK1/2 kinase activity. We found that HOXB8 co-expression does not change the level of MEK1ca-induced ERK activation, and that pERK staining was still localized in both the cytoplasm and the nucleus, as is the case following MEK1ca induction (Figure 1E,F). Altogether, these results show that HOXB8 functions as a tumor suppressor in this neoplasia context by increasing cell death and preventing MEK1ca-induced target gene activation, acting downstream of ERK phosphorylation and nuclear translocation.

### 2.2. HOXB8 Largely Reverses the ERK-Induced Oncogenic Transcriptome

To identify the global transcriptional changes underlying HOXB8-mediated suppression of MEK1ca-induced neoplasia, we performed RNA-Seq on GFP-sorted positive neural tube cells (Figure 2A). 

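RNA was taken from neural tube cells sorted for GFP 18 h after electroporation, so that each value is a mean over the transfected cells of a pool of 18 to 20 embryos. The libraries compared here came from the control vector pCIG, from MEK1ca, a constitutively active form of the kinase that activates ERK, and from MEK1ca + HOXB8, with 2 pools for each of the 3 conditions. The HOXB8 alone libraries were not analysed here. The electroporated DNA held 1 µg/µL of each expression vector, and empty pCIG brought MEK1ca and control to the same total of 2 µg/µL. The stage at electroporation is HH 11 in the methods and HH 12 in the legend of Figure 2A. The paper's methods state linear amplification of the cDNA, purification by poly-A, random priming and 50000000 paired-end reads. The values below use the authors' deposited table of counts per gene, made by alignment to galGal4 with Subread and counting with featureCounts on Ensembl 85. Its totals were 77004159 and 79064166 counts in pCIG, 63637195 and 76997561 in MEK1ca, and 90460770 and 84415529 in MEK1ca + HOXB8. Of 17108 genes, between 14054 and 14693 had a count in a library. CPM are counts scaled to the library's total, and TPM are scaled to exonic length as well. Counts were normalized by TMM, genes with low counts were left out by edgeR's own filter, and the remaining 13582 genes were compared with edgeR's quasi-likelihood test, fitted to all 6 libraries, with Benjamini-Hochberg adjustment over all genes of a comparison. Amplified reads carry no molecular identifiers here. The intervals given with shares are taken over numbers of genes. They treat genes as independent and leave out the variation between libraries. The paper states that results for pCIG and MEK1ca had been published before, and does not state whether the MEK1ca + HOXB8 libraries were made together with them, so that where all of the latter differ from the others, a difference between library batches is not excluded by the design. With 2 libraries per group, an exact permutation test of a single gene cannot give a two-sided p below 0.333. The tests rest on the spread pooled over genes. On simulated libraries, more unchanged genes passed an adjusted p of 0.01 than that threshold allows, so that the calls may hold more false ones than stated. In MEK1ca replicate 2, 99.4% of the counts from 1 to 10 were even numbers, against 51.8% to 57.0% in the other libraries, so that what its total counts is open. The table gives Ensembl identifiers without symbols. LIN28A, TMEM132C and CHST15 were identified because the p-values printed in Figures 2E, 4B and 6B both occur in 1 gene of the authors' deposited tables, on the chromosome of that gene in the chicken RefSeq annotation. The second p-value of TMEM132C, 1.87e-50 in the authors' deposited table, matches the printed one only if that was truncated. Genes given by identifier alone were chosen after their values were seen.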

E2 neural tubes were bilaterally electroporated with either the control vector pCIG (control condition), pCIG-MEK1ca [27], pCIG-HOXB8 [12], or pCIG-MEK1ca + pCIG-HOXB8 (Figure 2A). The regions of the neural tube expressing the GFP were dissected 18 h after electroporation and dissociated (18 to 20 embryos are pooled by condition, Figure 2A). GFP-expressing cells were isolated by FACS with the use of a dead cell exclusion (DCE)/discrimination dye (DAPI) to eliminate dying cells. Two independent RNA samples (by condition) were extracted and reverse transcribed. Complementary DNA was amplified using a linear amplification system and used for sequencing libraries. Qualitative analysis of the RNA-Seq data after alignment to the Galgal4 genome assembly (17,108 genes) from the two biological replicates for the four conditions showed a high Pearson correlation coefficient (>0.99) indicative of experimental reproducibility, confirmed by principal component analysis (Figure S4).

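Expression in the 2 pools of a condition was closer than between conditions. Across the 13582 genes with enough counts, Pearson's r of log2 CPM (TMM-normalized, prior count of 2) between replicates was 0.989 in pCIG, 0.989 in MEK1ca and 0.992 in MEK1ca + HOXB8, and Spearman's rho was 0.996, 0.995 and 0.996. Between libraries of different conditions, r lay from 0.963 to 0.977. These are correlations across genes, which are not independent replicates. In a principal component analysis of log2 CPM, the first component held 54.8% of the variance and set the MEK1ca + HOXB8 libraries (64.8 and 68.2) apart from the pCIG (-30.2 and -33.0) and MEK1ca libraries (-36.0 and -33.8). The second held 26.4% and parted pCIG (38.0 and 42.9) from MEK1ca (-44.8 and -33.4), with MEK1ca + HOXB8 between them (-0.129 and -2.54).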

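Overactivation of MEK1 deregulated 836 genes at an adjusted p of 0.01 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 578 upregulated and 258 downregulated. Addition of HOXB8 to MEK1ca deregulated 2272 genes, 1187 upwards and 1085 downwards. Both changes were found in 424 genes. With DESeq2 on all 6 libraries in place of edgeR, MEK1ca deregulated 1547 genes, and both changes were found in 819. Among genes with at least 5 CPM in the higher group and no overlap between the libraries, the largest rise on addition of HOXB8 was that of ENSGALG00000026853 (chromosome 5 of galGal4, 16916859 to 16927489), from 0.538 ± 0.173 CPM (SD, n = 2) in MEK1ca to 46.4 ± 2.94 CPM, a log2 fold change of 6.34 at an adjusted p of 5.58e-06 from edgeR. The largest fall was that of ENSGALG00000014994 (chromosome Z, 23225927 to 23234667), from 7.60 ± 0.457 to 0.0679 ± 0.029 CPM, a log2 fold change of -6.86 at an adjusted p of 2.95e-06. On addition of HOXB8, the median log2 fold change of all genes tested went with abundance, from 0.85 under 0.5 CPM to -0.14 at 100 CPM or more, and the genes upregulated were rarer than those downregulated. Of the 3039 genes with a mean under 2 CPM over all libraries, 350 rose (29.5% of the upregulated genes) and 35 fell (3.23% of the downregulated genes). Of the 2630 genes with a mean of 100 CPM or more, 78 rose and 470 fell. With loess offsets that take out the slope with abundance, chosen after seeing the data, 1716 genes were deregulated, 933 upwards and 783 downwards. Scaled by library size alone, 1542 genes were upregulated and 646 downregulated by HOXB8, so that 70.5% rather than 52.2% of the deregulated genes went up, and the median log2 fold change of all genes was 0.12 rather than 0.02. With the size factors of DESeq2 in edgeR, 1161 rose and 1166 fell. When either MEK1ca + HOXB8 library was left out, more genes fell than rose. Leaving out 1 library, with the lone one assumed to vary like the other groups, lowered the 836 genes to 417 without pCIG replicate 1, to 329 without pCIG replicate 2 and to 503 without MEK1ca replicate 1, and most of all the 258 downregulated ones, to 88, 67 and 92. The 2272 genes became 1076 without MEK1ca replicate 1, 1460 without MEK1ca replicate 2 and 1067 without MEK1ca + HOXB8 replicate 1, and the 424 genes became 257, 208, 254 and 258 without pCIG replicate 1, pCIG replicate 2, MEK1ca replicate 1 and MEK1ca + HOXB8 replicate 1.

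**Figure D1:**
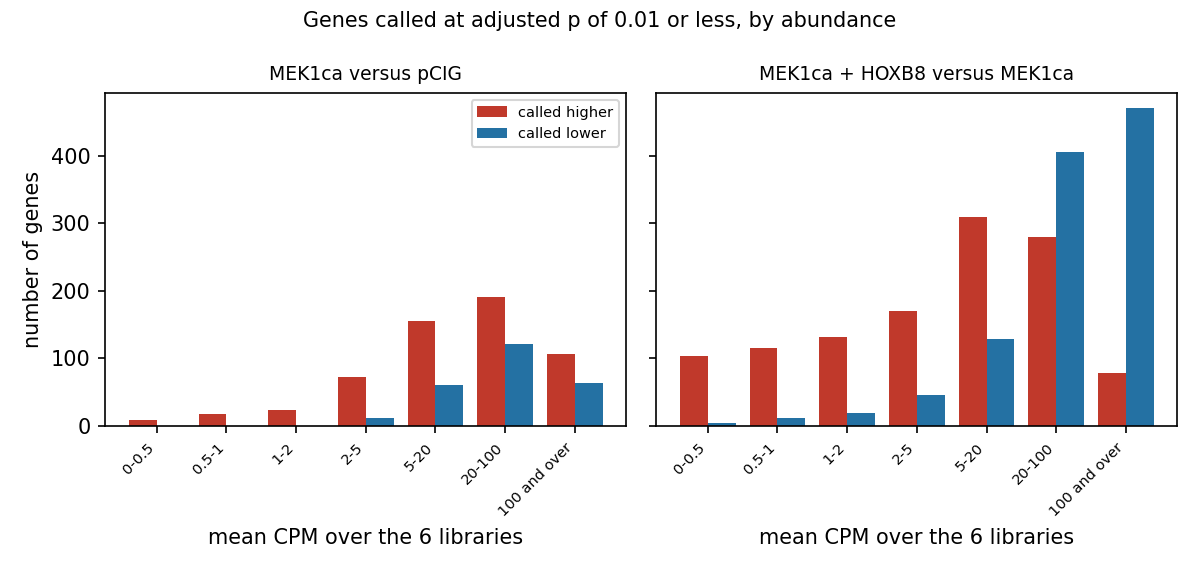
Number of genes (vertical axis) upregulated and downregulated at an adjusted p of 0.01 or less, by mean CPM over the 6 libraries (horizontal axis, bins), for MEK1ca versus pCIG on the left and MEK1ca + HOXB8 versus MEK1ca on the right. On the right, 103 genes under 0.5 CPM rose and 4 fell, while 78 genes at 100 CPM or more rose and 470 fell.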

Comparison of the differential gene expression (DGE) for FDR1 (False discovery rate ≤ 0.01) between “MEK1ca + HOXB8 versus MEK1ca” (Figure 2B, Supplementary Table S1) and “MEK1ca versus pCIG” (Supplementary Table S2 for FDR1; FDR5 (False Discovery Rate ≤ 0.05) is available in Wilmerding et al., 2021b) identified 759 commonly deregulated genes (Figure 2C). 

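Most of the genes deregulated both by MEK1ca and by HOXB8 on top of MEK1ca changed in opposite directions. This held for 383 of these genes (90.3%, Wilson 95% interval 87.1% to 92.8%), of which 312 rose with MEK1ca and fell with HOXB8, and 71 fell and then rose. A further 23 rose in both comparisons and 18 fell in both. Were both changes independent, 46.2 genes would have risen and then fallen, 22.5 fallen and then risen, 50.5 risen in both and 20.6 fallen in both. The MEK1ca libraries enter both comparisons with opposite signs, so chance alone pushes genes in opposite directions. In 50 simulated sets of libraries without any change, a mean of 0.22 genes passed the adjusted threshold in both comparisons. The adjustment within each set lets almost no gene pass there, so this is not the chance number at the observed cutoff. At an unadjusted p under 0.05 in both, the simulated sets held a mean of 147 genes with 98.8% in opposite directions, and the observed data 2115 genes with 83.5%. With 1 MEK1ca library used in each comparison, and the lone library assumed to vary like the other groups, 272 of 314 shared genes (86.6%) and, with the libraries exchanged, 277 of 291 (95.2%) were opposite. Across genes, which are not independent replicates, the log2 fold changes of both comparisons had a correlation of -0.398 and a covariance of -0.355, and the simulated sets means of -0.511 and -0.0548. The 383 genes became 241 without pCIG replicate 1, 197 without pCIG replicate 2, 237 without MEK1ca replicate 1 and 244 without MEK1ca + HOXB8 replicate 1.

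**Figure D2:**
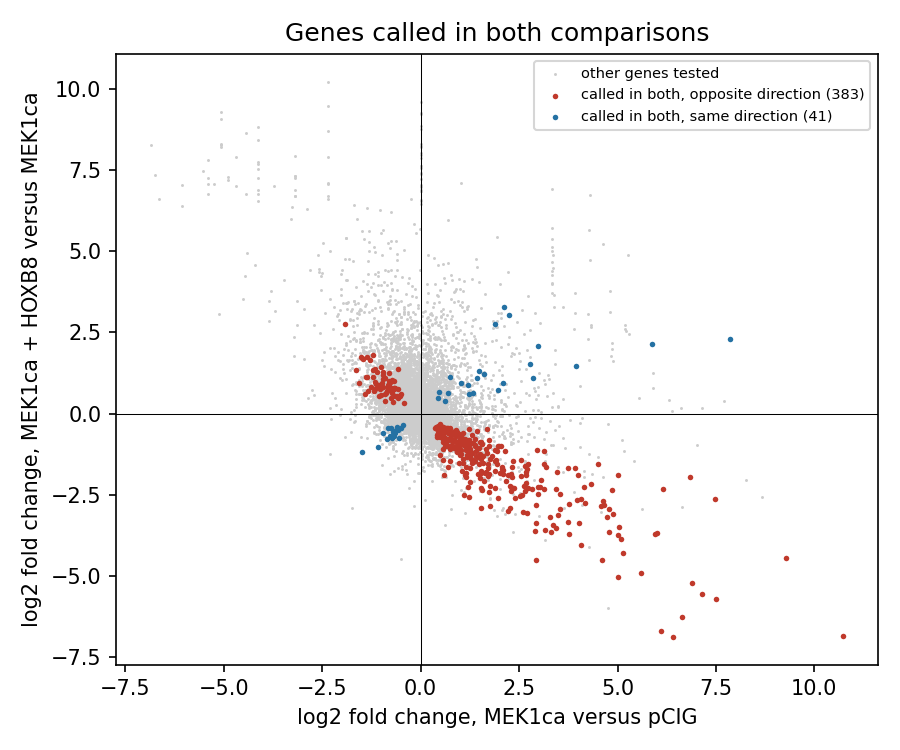
Log2 fold change in MEK1ca + HOXB8 versus MEK1ca (vertical axis) against that in MEK1ca versus pCIG (horizontal axis), one point per tested gene. Red points are the 383 genes deregulated in opposite directions, blue points the 41 deregulated in the same direction and grey points all other genes.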

Surprisingly, more than 90% (689 genes) of the commonly deregulated genes were inversely correlated, as illustrated by the expression heatmap (Figure 2D). In other words, among the commonly deregulated genes, most of the genes deregulated in the MEK1ca condition displayed expression levels that tended to go back to their level in the control condition (pCIG) when HOXB8 was co-transfected. Among these genes are DUSP5, IL17RD and GREB1, for which in situ hybridization experiments showed reversion of the MEK1ca-induced phenotype in the presence of HOXB8 (Figure 1D, Figures S2 and S3). 

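The 578 upregulated genes had a median log2 fold change of 1.31 in MEK1ca versus pCIG, of -0.72 in MEK1ca + HOXB8 versus MEK1ca and of 0.52 in MEK1ca + HOXB8 versus pCIG (interquartile range 0.10 to 1.25). In 489 of them (84.6%) expression was lower in MEK1ca + HOXB8 than in MEK1ca by any amount. Genes chosen as high in MEK1ca fall by chance in the second comparison, and in 50 simulated sets with the fitted change by MEK1ca and no effect of HOXB8, a mean of 59.3% of such genes were lower, with a median log2 fold change of -0.04. The simulated sets had more such genes, a mean of 992, and for the 578 with the smallest p these means were 56.7% and -0.03. With 1 MEK1ca library used in each comparison, 81.3% and, with the libraries exchanged, 84.9% were lower. In edgeR's quasi-likelihood test, 215 were still higher than in pCIG at an adjusted p of 0.01 or less, 13 were lower and 350 passed in neither direction, which does not show that they were back at the control level. For the 258 downregulated genes the medians were -0.80, 0.21 and -0.53, and 132 were still lower than in pCIG. Of the 258 genes, 67.1% were higher with HOXB8 by any amount, a share within the 53.1% to 69.8% of the simulated sets (258 genes with the smallest p), while the median of 0.21 lay above the simulated 0.02 to 0.09. With 1 MEK1ca library in each comparison it was 0.03 and 0.35. Against pCIG, MEK1ca + HOXB8 deregulated 2011 genes, 1210 upwards and 801 downwards. Scaled by library size alone, 1436 were upregulated and 497 downregulated, 74.3% rather than 60.2% upwards. Without MEK1ca + HOXB8 replicate 2, more genes fell than rose against pCIG. The 2011 genes became 786 and 674 without pCIG replicate 1 or 2, and 983 and 1231 without MEK1ca + HOXB8 replicate 1 or 2. From the opposite direction of most commonly deregulated genes and their tendency to go back to the control level, the paper concludes that HOXB8 reverts the transcriptome induced by MEK1ca. It also reports reversal by in situ hybridization for DUSP5, IL17RD and GREB1, and for LIN28A, TMEM132C and CHST15.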

The RNA-Seq data thus identify a HOXB8-mediated reversion of the MEK1ca-induced transcriptome. Of note, 19 of the 20 genes that were most upregulated by MEK1ca displayed reduced expression (nearly completely for some of them) when HOXB8 was co-expressed (Figure S5).

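Ranked by edgeR's fold without shrinkage, the 20 genes with the largest rise in MEK1ca versus pCIG had log2 fold changes from 5.88 to 10.72 at an adjusted p of 0.01 or less. For 5 of them both pCIG libraries held no count, and their fitted folds depend on the prior count. Expression was lower in MEK1ca + HOXB8 than in MEK1ca by any amount in 17 of the 20. In edgeR's quasi-likelihood test, 13 were downregulated on addition of HOXB8 at that threshold, 2 were upregulated and 5 passed in neither direction. In MEK1ca + HOXB8, 8 were still higher than in pCIG. Most were rare transcripts, with 13 of the 20 under 5 CPM in MEK1ca. The count of 13 downregulated genes fell to 7 without MEK1ca + HOXB8 replicate 1. By the fold in the authors' deposited table, 19 of its own top 20 are listed as lower with HOXB8. ENSGALG00000015947 (chromosome 2, 125754667 to 125783019) rose from 0.117 ± 0.129 CPM (SD, n = 2) in pCIG to 20.5 ± 2.28 CPM in MEK1ca, a log2 fold change of 7.47 at an adjusted p of 1.11e-05 from edgeR. It ranked first among genes with at least 5 CPM in the higher group and no overlap between the libraries. The size of this fold rests on few counts, since it was 9.58 without pCIG replicate 1, 6.65 without pCIG replicate 2 and, chosen after seeing the data, 0.72 in DESeq2 with a prior on the fold change, with adjusted p from 8.56e-16 to 0.00983 over the alternatives. On addition of HOXB8 its log2 fold change was -2.63 (adjusted p = 5.03e-04 from edgeR), a call that was lost without MEK1ca + HOXB8 replicate 1 (0.0112) or replicate 2 (0.0133), with a smallest adjusted p of 1.39e-35 over the alternatives.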

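LIN28A (ENSGALG00000000388) lies on the minus strand of chromosome 23 of galGal4 from 172314 to 183607, in 4 exon segments with an exonic length of 1482 bases, and overlaps no other gene of the annotation. Its expression was 171.6 ± 29.9 TPM (SD, n = 2) in pCIG, 262.1 ± 60.4 TPM in MEK1ca and 87.4 ± 6.11 TPM in MEK1ca + HOXB8. Both MEK1ca libraries held more LIN28A than both pCIG libraries. The log2 fold change by MEK1ca was 0.60 (standard error 0.16, adjusted p = 0.0372 from edgeR's quasi-likelihood test), which did not reach the threshold of 0.01. It passed in DESeq2 on all 6 libraries at an adjusted p of 0.00304, with a term for the replicate number in edgeR at 0.00773 and without MEK1ca replicate 2 at 0.00166. Over all alternatives, DESeq2 with a prior on the fold change included, its adjusted p lay between 0.00145 and 0.207. Addition of HOXB8 to MEK1ca lowered it by a larger amount, with a log2 fold change of -1.62 (standard error 0.16, adjusted p = 1.95e-04 from edgeR), which did not pass without MEK1ca + HOXB8 replicate 1 (0.0244) or replicate 2 (0.018) and was 2.93e-23 at its smallest over the alternatives. Against pCIG, the log2 fold change in MEK1ca + HOXB8 was -1.02 (standard error 0.16, adjusted p = 0.00192 from edgeR), and it did not pass without pCIG replicate 1 (0.012), MEK1ca + HOXB8 replicate 1 (0.0702) or replicate 2 (0.0573) and had a smallest adjusted p of 1.89e-14 over the alternatives.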

Using in situ hybridization on tissue sections, we confirmed the RNA-Seq data, including for the genes for which MEK1ca has a modest effect, as illustrated for *LIN28A* (Figure 2E,F): *LIN28A* expression is upregulated by MEK1ca (MEK1ca versus pCIG) [27], and downregulated by HOXB8 alone (HOXB8 versus pCIG) [12] or by the combination of both (MEK1ca + HOXB8 versus pCIG) (Figure 2E). Chicken *LIN28A* is endogenously expressed in E15/E16 embryos [30], the stage at which RNA-Seq was performed. By whole mount in situ hybridization, we found that in the trunk neural tube of chicken embryos, *LIN28A* is expressed in a gradient along the rostro-caudal axis, consistent with regulation by the FGF/ERK signal produced as a gradient from the most caudal part of the embryo (Figure S6) [27]. This posterior gradient was more pronounced at E2, the stage at which we performed electroporations. In situ hybridization on transverse trunk sections showed that MEK1ca upregulated *LIN28A*, while HOXB8 downregulated *LIN28A*, including when co-expressed with MEK1ca (Figure 2F,G).

*LIN28A* encodes highly conserved RNA-binding protein that represses microRNAs including *let-7* and influences mRNA translation, thus regulating self-renewal of embryonic stem cells [31]. *LIN28A* is also important for body growth and metabolism, tissue development and somatic reprogramming. Furthermore, its role as an oncogene has been widely demonstrated [32]. High levels of LIN28A (or LIN28B, the second Lin protein) are associated with many human cancers such as glioblastoma, ovarian, gastric, prostate and breast cancers, as well as pediatric cancers [33]. In mice the ectopic expression of Lin28a is sufficient to induce and/or accelerate tumorigenesis by a let-7-dependent mechanism [32]. In addition to confirm the RNA-Seq data, the study of LIN28A regulation by MEK1ca and HOXB8, together with LIN28A oncogenic activity, suggested that HOXB8 reversion of MEK1ca neoplasia at least partly relies on transcriptional downregulation of LIN28A.

In order to identify other mechanisms that might account for the HOXB8 tumor suppressor function in the MEK1ca context, we performed a gene ontology enrichment analysis using the Enrichr analytical tool [34,35,36] for biological processes (GO Biological Processes 2021), for the upregulated genes in the MEK1ca versus pCIG condition among the 759 commonly deregulated genes (FDR1) (between “MEK1ca + HOXB8 versus MEK1ca” and “MEK1ca versus pCIG”), with inverse correlation (519 genes) (Figure 2H, Table S3). 

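The 312 genes upregulated by MEK1ca and downregulated on addition of HOXB8 had a median log2 fold change of 1.33 in MEK1ca versus pCIG, of -1.27 in MEK1ca + HOXB8 versus MEK1ca and of 0.13 in MEK1ca + HOXB8 versus pCIG (interquartile range -0.14 to 0.49). They were chosen by both changes, which share the MEK1ca libraries, and the choice itself draws the last median toward 0. Against pCIG, 43 of them were still upregulated in MEK1ca + HOXB8 at an adjusted p of 0.01 or less in edgeR's quasi-likelihood test, 13 were downregulated and 256 passed in neither direction. Another 243 genes upregulated by MEK1ca passed in neither direction on addition of HOXB8, with medians of 1.30, -0.29 and 0.89, and 149 of these were still higher than in pCIG. The set held 206 genes without pCIG replicate 1, 177 without pCIG replicate 2 and 198 without MEK1ca + HOXB8 replicate 1. Without a table of symbols for these identifiers, no term of gene ontology was tested.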

The hits are coherent with the tumor suppressor role of HOXB8 in this context. Indeed, the genes on this list are part of biological processes such as regulation of cell migration and cell motility, regulation of ERK1/2, intracellular signal transduction, negative regulation of apoptotic processes and extracellular matrix organization (Figure 2H). In conclusion, the RNASeq results, validated by in situ hybridization, and the gene ontology analysis, are consistent with the phenotypic tumor suppressor effect of the HOXB8 gain of function in the MEK1ca-neoplasia-induced context observed morphologically.

### 2.3. Clustering Analysis of RNA-Seq Allows the Identification of New Potential Oncogenes and Tumor Suppressors

To further the molecular mechanisms involved in the HOXB8 tumor suppressor function, and to identify new oncogenes and tumor suppressors, we performed a clustering analysis of the RNA-Seq data starting with the four experimental conditions and using “k-means” on the list of the 2316 genes deregulated upon MEK1ca expression (MEK1ca versus pCIG) (FDR5) [27] (Figure 3 and Figure S7, Supplementary Tables S4 and S5). Twelve is the number of clusters which group together the different dynamics of gene expression in the different conditions, by categories which seemed to us to be the most interesting (i.e., which allow bringing out potential oncogenes, potential tumor suppressors, as well as genes not implicated in the tumor suppressor role of HOXB8 by not being reversed by HOXB8 in the MEK1ca condition).

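At an adjusted p of 0.05 or less in edgeR's quasi-likelihood test, MEK1ca upregulated 1023 of the 1742 genes it deregulated against pCIG. Of these upregulated genes, 581 were downregulated in MEK1ca + HOXB8 versus MEK1ca at the same threshold. They made up 33.4% of all deregulated genes (Wilson 95% interval 31.2% to 35.6%) and 56.8% of the upregulated ones (53.7% to 59.8%). The MEK1ca libraries that both comparisons share favour reversal. In 50 simulated sets with the fitted change by MEK1ca and no effect of HOXB8, a mean of 0.0434% of the upregulated genes were reversed. Without an effect of HOXB8, the adjustment within each set lets almost no gene pass in the second comparison. This share is therefore not the chance rate at the cutoff of the observed data. With 1 MEK1ca library used in each comparison, and the lone library assumed to vary like the other groups, 387 of 877 (44.1%) and, with the libraries exchanged, 394 of 667 (59.1%) were reversed. In the fit that shares the MEK1ca libraries, the 581 genes had a median log2 fold change of 1.06 by MEK1ca and of -0.92 on addition of HOXB8. They were chosen by both changes, which makes these medians larger. A further 61 rose again with HOXB8. The groups were formed from these tests and not by k-means clustering, and without the HOXB8 alone libraries. The 1742 genes became 1019, 821 and 917 without pCIG replicate 1, pCIG replicate 2 and MEK1ca replicate 1, and the 1023 upregulated ones 666, 563 and 647. The 581 genes became 384 without pCIG replicate 2 and 350 without MEK1ca replicate 1.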

42.3% (980/2316) of the genes have their expression increased by MEK1ca (MEK1ca versus pCIG) and reversed by HOXB8 in the MEK1ca context (downregulated in MEK1ca + HOXB8 versus MEK1ca) (clusters 1–5, Figure 3A,B, Supplementary Table S5). Therefore, this list of genes might contain new putative oncogenes. Among them, cluster 1 (351 genes) regroups genes that are not regulated by HOXB8 alone (Figure 3B). Panther overrepresentation analysis for the biological process with cluster 1 genes (Supplementary Table S5) highlights the enrichment of genes involved in cell migration and positive and negative regulation of MAPK/ERK signaling (Figure S8A). A deeper analysis of these genes based on the literature revealed that some of them are (1) genes which play a physiological role in maintaining cells in an immature state downstream of the FGF/ERK pathway that are normally expressed in neuromesodermal progenitors (NMP) (including CDX4, CA12, PLD1, PVALB, RHOV, COBL, WNT5B, SPP1, CFC1, HCRTR2, DUSP10, CRHB, ADRA2A, F2RL1, TMEM154, RASGRP1, PRR16, PAX5) when compared to the list of genes specifically enriched in human NMP-like cells [37], (2) genes controlling the FGF/ERK signaling pathway (including DUSP5, DUSP6, DUSP10, DAB2IP, SPRY2 and IL17RD), and (3) genes which are endogenously not expressed in the embryo at that stage and thus do not control rostro-caudal maturation of embryos in physiological conditions (including IL1R1, AQP1 and ARAP3) (Figure 3B and Figure S5) [27].

In the group of putative oncogenes (clusters 1–5), clusters 2 and 4 display the same expression dynamics (although the pattern was more pronounced for cluster 2), i.e., both were downregulated by HOXB8 alone (HOXB8 versus pCIG) and in the MEK1ca context (MEK1ca + HOXB8 versus MEK1ca) (Figure 3B, Table S5). Panther overrepresentation analysis for the biological process with these genes (clusters 2 + 4, Supplementary Table S5) highlighted enrichment of the genes involved in the regulation of translation initiation, including LIN28A (Figure 3B), known precisely for controlling this function [31], and also, among others, of the genes involved in cortical actin cytoskeleton organization (Figure S8B). Due to their negative transcriptional regulation by HOXB8 in the physiological context, some of the genes in clusters 2 + 4 may contribute to reverse the MEK1ca-induced oncogenic phenotype. Among these genes is, for example, KSR1 gene (cluster 2, Figure 3B and Figure S9). It encodes a molecular scaffold kinase suppressor of RAS which plays potent roles in promoting RAS-mediated signaling through the RAF/MEK/ERK kinase cascade [38]. Another gene of this group that might be interesting to consider is TMEM132C (cluster 2, Figure 3B). Indeed, the molecular functions of the TMEM132 genes remain poorly understood and under-investigated despite their mutations associated with cancer [39]. Structural analysis of this gene predicted a cellular adhesion function, connecting the extracellular medium with the intracellular actin cytoskeleton [39]. For this gene, we described for the first time its expression in vertebrate embryo (Figure 4A). Its expression during the development of the spinal cord suggests that it might play a physiological function in the differentiation of motor neurons and in the fate and/or migration of neural crest cells of the trunk (Figure 4A). Outside of the neural tube, it is also expressed in the dorsal root ganglia and in the myotome, where it might also play key functions (Figure 4A). 

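TMEM132C (ENSGALG00000002714) lies on the minus strand of chromosome 15 of galGal4 from 3796426 to 3975370, in 9 exon segments with an exonic length of 4026 bases, and overlaps no other gene of the annotation. Its expression was 80.5 ± 0.0151 TPM (SD, n = 2) in pCIG, rose to 177.4 ± 22.0 TPM in MEK1ca and fell to 49.2 ± 3.94 TPM in MEK1ca + HOXB8, with no overlap between the libraries of different conditions. The log2 fold change by MEK1ca was 1.13 (standard error 0.10, adjusted p = 2.86e-05 from edgeR's quasi-likelihood test). The log2 fold change on addition of HOXB8 was -1.88 (standard error 0.10, adjusted p = 1.74e-06 from edgeR). TMEM132C thereby came to lie below its control level, at a log2 fold change of -0.76 in MEK1ca + HOXB8 versus pCIG (standard error 0.10, adjusted p = 3.13e-04 from edgeR).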

In situ hybridization on tissue section (Figure 4C) confirmed the dynamics of *TMEM132C* expression identified from the RNA-Seq data (Figure 4B).

30.4% (704/2316) of the genes (clusters 6–8) behaved oppositely to the genes of clusters 1–5: their expression was downregulated by MEK1ca (MEK1ca versus pCIG) and reversed by HOXB8 (upregulated in “MEK1ca + HOXB8 versus MEK1ca”), and thus might contain new putative tumor suppressors (Figure 3B, Supplementary Table S5). 

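At an adjusted p of 0.05 or less in edgeR's quasi-likelihood test, MEK1ca downregulated 719 genes, and 292 of these were upregulated in MEK1ca + HOXB8 versus MEK1ca. They made up 16.8% of all genes deregulated by MEK1ca (Wilson 95% interval 15.1% to 18.6%) and 40.6% of the downregulated ones (37.1% to 44.2%). In sets simulated without an effect of HOXB8, the adjustment lets almost no gene pass in the second comparison. Their share is therefore not the chance rate at the observed cutoff. Over 50 such sets, where the shared MEK1ca libraries alone favour reversal, a mean of 0.0345% of the downregulated genes were reversed. With 1 MEK1ca library used in each comparison, these were 144 of 619 (23.3%) and, with the libraries exchanged, 96 of 274 (35.0%). In the fit that shares the MEK1ca libraries, the 292 genes had a median log2 fold change of -0.74 by MEK1ca and of 0.79 on addition of HOXB8. They were chosen by both changes, which makes these medians larger. The 719 genes became 353, 258 and 270 without pCIG replicate 1, pCIG replicate 2 and MEK1ca replicate 1, and the 292 genes 149, 101 and 104. Scaled by library size alone, 364 of 750 downregulated genes (48.5%) and 478 of 931 upregulated genes (51.3%) were reversed. Among genes with at least 5 CPM in the higher group and no overlap between the libraries, the largest fall by MEK1ca was that of ENSGALG00000005413 (chromosome 14, 6073676 to 6095679), from 16.0 ± 0.344 CPM (SD, n = 2) to 4.58 ± 2.12 CPM, a log2 fold change of -1.78 at an adjusted p of 0.00153 from edgeR. This call was lost without pCIG replicate 1 (0.0134) or replicate 2 (0.0145), with a smallest adjusted p of 6.44e-09 over the alternatives. On addition of HOXB8 its log2 fold change of -0.15 did not pass (adjusted p = 0.694 from edgeR), and its direction rests on single libraries, with 0.40 without MEK1ca replicate 2 and -0.56 without MEK1ca replicate 1.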

Strikingly, panther overrepresentation analysis for the biological process with these genes (clusters 6–8, Supplementary Table S5) highlighted enrichment of the genes involved in the negative regulation of cell growth and the regulation of neuron apoptotic processes (Figure S8C) in agreement with the tumor suppressor function. Among these genes, some of them were not regulated by HOXB8 alone (HOXB8 versus pCIG) (cluster 6, Figure 3B), such as DBX2 (Figure S9) involved in primary neurogenesis [40]. They also include genes regulated by HOXB8 alone (HOXB8 versus pCIG) (clusters 7–8, Figure 3B), such as *LZTS1* (cluster 7, Figure 3B and Figure S9), a leucine zipper tumor suppressor that suppresses colorectal cancer proliferation through inhibition of the AKT pathway [41] and that we have recently found to control neuronal delamination in the trunk neural tube of chicken embryo [12]. *LZTS1* is transcriptionally activated by HOXB8 and might, as other genes from the same cluster, provide additional mechanisms by which HOXB8 reverses MEK1ca-induced neoplasia. *NELL2* (Figure 3B and Figure S9) (neural EGFL like 2) for example, expressed in the neural tube and involved in neural development [42], has also been described as a tumor suppressor since it is enriched in normal nerve cells compared with nervous system tumors [43] and inhibits cancer cell migration in renal cell carcinoma [44].

### 2.4. Among the Genes Not Reversed by HOXB8 Are Immediate Early Genes EGR1 and EGR4

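Of the genes deregulated by MEK1ca at an adjusted p of 0.05 or less, 747 passed in neither direction in MEK1ca + HOXB8 versus MEK1ca in edgeR's quasi-likelihood test (42.9%, Wilson 95% interval 40.6% to 45.2%). They comprised 381 genes upregulated by MEK1ca and 366 downregulated ones. A change that misses the threshold is not shown to be absent. For 412 of the 747 genes the 95% interval of the change on addition of HOXB8 lay within 1.5-fold either way, and for the others a larger change remained possible. The upregulated genes had a median log2 fold change of 0.90 by MEK1ca and of -0.13 on addition of HOXB8, and the downregulated ones of -0.65 and 0.08. In MEK1ca + HOXB8, 263 of the former were still higher than in pCIG and 257 of the latter still lower. The 747 genes became 370 without pCIG replicate 1, 275 without pCIG replicate 2 and 397 without MEK1ca replicate 1.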

Clustering analysis of the RNA-Seq data also allowed regrouping together the genes not reversed by HOXB8 (expression not changed between the MEK1ca + HOXB8 versus MEK1ca condition). These genes, grouped in cluster 12, represents only 6% of the genes analyzed (114/2316) (Figure 3B, Table S5). Panther overrepresentation analysis for the biological process with these genes highlighted enrichment of the genes involved in the regulation of the cell-matrix adhesion, cell differentiation or regulation of transcription by RNApolII (Figure S8D). Surprisingly, among the genes of this category were included early growth response genes (EGR1 and EGR4) (Figure S8D) known to be important transcriptional regulators and to act as the convergent point between a variety of extracellular stimuli including the RAS/ERK pathway and activation of their target genes [19,45]. Indeed, while they were, as expected, upregulated by MEK1ca (MEK1ca versus pCIG), they were not reversed by HOXB8 (expression not changed between the MEK1ca + HOXB8 versus MEK1ca condition) (Figure 5A and Figure S10A). In situ hybridization with the EGR1 probe confirmed the dynamics of expression identified from the RNA-Seq data (Figure 5A,C). Other genes which behave the same are genes coding for ETS transcription factors ETV3 and ETV5 (cluster 12, Supplementary Table S5, Figure 3B, Figure 5A, Figures S8D and S10A), also known to be the downstream target of the FGF8/ERK pathway [46]. These results highlighted the specificity of the mechanisms leading to HOXB8 reversion of MEK1ca-induced neoplasia. Since other immediate early genes are however part of the genes reversed by HOXB8 expression, including c-MYC [19] (cluster 4, Figure 5B, Figures S10 and S11), the global transcriptional reversion of the MEK1ca phenotype by HOXB8 could rely on the transcriptional control of these genes by HOXB8 which might work as nodes of the global transcriptional regulation of the other genes. The MYC genes, which consist of three paralogs encoding transcription factors C-MYC, L-MYC and N-MYC, are among the most frequently deregulated driver genes in human cancer [47]. Since our transcriptomic data showed that HOXB8 inhibited the expression of all the three MYC genes in the trunk neural tube [12] (Figures S10B and S11), one simple explanation of the global transcriptional reversion of the MEK1ca-induced phenotype by HOXB8 is via MYC transcriptional inhibition, that could be direct or indirect. It fits at least for the LIN28A gene which is controlled at the transcriptional level via MYC [48]. However, we do not rule out that other genes such as FOS (FOSL2 gene is in the cluster 4, Figure 3B, Figure S9) or other immediate early genes also act as relay of MEK1ca targets reversed by HOXB8, or that HOXB8 acts more as a global epigenetic factor which controls transcription in direct competition with ERK or one (or few) of its key target effectors.

### 2.5. CHST15, a Target of HOXB8 Transcriptional Reversion of MEK1ca-Induced Neoplasia, Correlates with Poor Survival in Many Human Cancers

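CHST15 (ENSGALG00000009704) lies on the minus strand of chromosome 6 of galGal4 from 31382330 to 31425438, in 8 exon segments with an exonic length of 2735 bases, and overlaps no other gene of the annotation. Ordered by log2 fold change in MEK1ca versus pCIG, it ranked 65 among the 578 genes upregulated by MEK1ca and 46 among the 312 of these that were downregulated on addition of HOXB8. Among the 288 of the 312 genes with at least 5 CPM in MEK1ca, it ranked 34. By the fold in the authors' deposited table, it ranked 37 of 951 upregulated genes and 36 of the 518 also downregulated with HOXB8.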

Among the genes of cluster 1 (Figure 3B), the *CHST15* gene caught our attention because it represents one of the genes most upregulated by MEK1ca and reversed by HOXB8 (after IL1R1, CDX1 like, CDX4 and DUSP5 and just before AQP1, Figure S12). carbohydrate sulfotransferase 15 (CHST15) is a specific enzyme that biosynthesizes Chondroitin sulfate E (CS-E) [49], a highly sulfated glycosaminoglycan promoting tumor invasion and metastasis. Although CHST15 has been described in the literature as being oncogenic in some cancers, including in breast cancer [50], its regulation by the ERK pathway or by HOX transcription factors has not been described. During embryonic development, *CHST15* is expressed very specifically in the most caudal region of the chicken embryo [51], where FGF8 signaling and pERK are high [22,27] (Figure 6A). We validated the RNA-Seq results obtained for *CHST15* (Figure 6B) by in situ hybridization on chicken embryo transverse sections with a *CHST15* probe: MEK1ca increased *CHST15* expression only in the absence of HOXB8 (Figure 6C,D). 

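Expression of CHST15 was 26.2 ± 1.62 TPM (SD, n = 2) in pCIG, 297.4 ± 87.7 TPM in MEK1ca and 35.3 ± 2.36 TPM in MEK1ca + HOXB8, so that the level with HOXB8 lay nearer to that of the control. The log2 fold change by MEK1ca was 3.49 (standard error 0.20, adjusted p = 4.73e-05 from edgeR's quasi-likelihood test). It missed the threshold of 0.01 when only the 4 libraries of the comparison were fitted, at an adjusted p of 0.0117, and had a smallest adjusted p of 2.97e-81 over the alternatives. On addition of HOXB8 the log2 fold change was -3.11 (standard error 0.20, adjusted p = 7.31e-05 from edgeR), and this call was lost without MEK1ca + HOXB8 replicate 1 (0.0136) or replicate 2 (0.0126), with a smallest adjusted p of 5.60e-67 over the alternatives. Between MEK1ca + HOXB8 and pCIG the log2 fold change of 0.39 (standard error 0.19, adjusted p = 0.166 from edgeR) did not pass 0.01, although the libraries of the groups did not overlap, and the adjusted p ranged from 0.0152 to 0.578 over the alternatives.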

Using data from the Human Protein Atlas (TCGA RNA-Seq data) (courtesy of the Human Protein Atlas, www.proteinatlas.org, 15 May 2021) [11], we highlighted that CHST15, which had already been described as an unfavorable prognostic marker for renal cancer, displayed a high expression correlated with poor outcomes in most human cancers in the survival analysis (15/17 cancer types) (Figure 6E,F and Figure S13). In conclusion, our finding that CHST15, which seems to be unfavorable for most human cancers, is a positive target of ERK in oncogenic conditions, and is transcriptionally reversed by the HOXB8 transcription factor gain of function, underlines the relevance of the chicken MEK1ca/HOXB8 in vivo model to identify new key oncogenes and tumor suppressors, pertinent in human pathologies.

## 3. Discussion

The RAS/RAF/MEK/ERK (MAPK/ERK) pathway is hyperactivated and takes an active part in the malignant transformation in most cancers [52,53,54], including melanoma [55], and neuroblastoma [56] (cancers that have neural tube cells as the embryological origin). Inhibitors of this pathway are used clinically and improve the prognosis of cancer patients for melanomas but are poorly efficient in other cancers [57]. In addition, a major problem with the current therapies is that patients often develop resistance [53]. Although immunotherapy has recently emerged as an effective therapeutic approach [58], ERK1/2 activity inhibition is still considered a prime target for the treatment of most cancers. As a result, much effort is being made to understand the barriers to current treatments and discover new therapeutic strategies to counteract ERK hyper-activity in oncology [53].

In this study, we used the chicken embryo neural tube as a platform to explore novel regulatory/interfering paths for ERK oncogenic activity. The model of neoplasia induced by MEK1ca expression we recently developed [27] is experimentally convenient, economic, respects the 3R [59] and allows apprehending the epistatic relationship between the ERK pathway and the other proteins including transcription factors during oncogenic progression. Furthermore, the results obtained identified putative new oncogenes and tumor suppressor genes, that may be particularly relevant for cancers originating from the embryonic neural tube. The data presented also suggest several non-exclusive mechanisms though which HOXB8 acts as tumor suppressor in the neural tube downstream of oncogenic ERK activation. This includes the increase of cell death, direct or indirect transcriptomic inhibition of immediate early genes including MYC (c-MYC, MYC-L and MYC-N) and FOS (but not EGR1 and EGR4) which control the transcription of a myriad of downstream targets, and the activation of tumor suppressor genes such as *LZTS1*.

One of the transcriptional targets of MYC is *LIN28A* [48] which we found upregulated by MEK1ca and reversed by HOXB8 suggesting that HOXB8 might at least counteract MEK1ca oncogenic activity by negatively regulating LIN28A. The recent results obtained in mice suggest that during caudal bud development, the expression of the *Lin28* genes is controlled by the Hox proteins (Hoxb13 and Hoxc13) [60]. The transcriptional control of the *LIN28* genes by the HOXB8 protein in the chicken neural tube context could thus be a function shared between the HOX proteins and not restricted to this tissue (neural tube) and organism (chicken). We recently highlighted shared or generic HOX functions during the development of the spinal cord in chicken embryo [12], and, more generally, in other biological contexts and species [61,62]. It would thus be interesting to investigate if other HOX proteins behave as HOXB8 in the specific context of MEK1ca neoplasia induction in the embryonic neural tube.

Previous studies also described the HOX genes as tumor suppressors. For example, elevated HOXB9 expression predicts a favorable outcome in colon adenocarcinoma patients [63]. Furthermore, HOXA5 is downregulated in colon cancer, and its re-expression induces loss of the cancer stem cell phenotype, preventing tumor progression and metastasis [64]. Of note, in renal cancer, HOXB8 is prognostic, with high expression depicted as favorable (Human Protein Atlas resource) [11]). Whether these HOX tumor suppressor activities operate by counteracting ERK oncogenic activity already associated with these cancers [65] is, to our knowledge, not known.

Finally, our work opens perspectives to explore novel ERK-interfering strategies with longer-term therapeutic potential. First, it identifies the means to globally block transcriptional changes induced by ERK signaling, downstream ERK phosphorylation and translocation in the nucleus. This defines a biological context and a unique tool to explore ERK interfering approaches in the nucleus. Second, it identifies the genes (IL1R1, CDX1 like, CDX4, DUSP5, and AQP1) (Figure S12) strongly activated by MEK1ca and nearly fully reversed by HOXB8 which may be used as readouts to screen in an in vivo vertebrate context for new molecules capable of counteracting ERK activity downstream of pERK nuclear translocation. To render the MEK1ca neoplasia model more convenient and independent of the electroporation step, chicken/quail transgenic animals allowing for in ovo doxycycline induction of MEK1ca could be generated.

## 4. Materials and Methods

### 4.1. Ethics Statement

The chicken embryos used in this study were all in early stages of embryonic development (between E2 and E5), Therefore, no approval from the Institutional Animal Care and Use Committee was necessary to perform the embryo experiments.

### 4.2. Chicken Embryos

Fertilized chicken eggs were obtained from EARL les Bruyeres (Dangers, France) and incubated horizontally at 38 °C in a humidified incubator. The embryos were staged according to the developmental table of Hamburger and Hamilton (HH) [66] or according to the days of incubation (E).

### 4.3. In Ovo Electroporation and Plasmids

Neural tube *in ovo* electroporation was performed around HH11. The eggs were windowed, and the DNA solution was injected in the neural tube lumen. Needle L-shaped platinum electrodes (CUY613P5) were placed on both sides of the embryo at trunk level (5 mm apart), with the cathode always at its right. Five 50 ms pulses of 25 volts were given unilaterally (or bilaterally for the RNA-Seq experiments) at 50 ms intervals with NEPA21 electroporator (Nepagene).

The plasmids used for the gain-of-function experiments co-express a cytoplasmic or nuclear GFP (pCAGGS and pCIG, respectively, used alone as controls) and the coding sequence (CDS) of the gene of interest. The vectors used were: pCIG-MEK1ca [28], pCIG-HOXB8 (gifted by Doctor Olivier Pourquié). In the trunk neural tube of the chicken embryo at that stage, co-transfection of two plasmids is nearly total [12]. In this study, both plasmids carried the same reporter (GFP). We assumed that all the GFP-expressing cells in the MEK1ca + HOXB8 condition co-expressed MEK1ca and HOXB8.

All the plasmids used for electroporation were purified using a Nucleobond Xtra Midi kit (Macherey-Nagel). The final concentration of DNA delivered by an embryo for electroporation was 2 µg/µL: pCIG (2 µg/µL), pCIG-MEK1ca (1 µg/µL + pCIG 1 µg/µL) and pCIG-HOXB8 (1 µg/µL + pCIG 1 µg/µL).

### 4.4. Tissue Section

The embryos were fixed in 4% buffered formaldehyde in PBS and then treated with a sucrose gradient (15% and 30% in PBS), embedded in the OCT medium and stored at −80 °C. The embryos were sectioned into 16 µm sections with a Leica cryostat and the slides were conserved at −80 °C or directly used for FISH and/or immunofluorescence.

### 4.5. Immunofluorescence

The slides were rehydrated in PBS and then blocked with 10% goat serum, 3% BSA, 0.4% Triton X-100 in PBS for one hour. The primary antibodies were incubated over-night diluted in the same solution at 4 °C. The following primary antibodies were used in this study: chicken anti-GFP 1:1000 (1020 AVES), rabbit anti-phospho-p44/42 MAPK (ERK1/2) (Thr202/Tyr204) antibody #9101 (Cell Signaling Technology, Danvers, MA, USA), rabbit anti-SOX2 1:500 (AB5603 Merck Millipore), mouse anti-Tuj1 1:500 (801202 Biolegend, California), rat anti-pH3 1: 250 (S28, Abcam ab10543), rabbit anti-caspase 3 1:500 (Asp175, CST 9661). The secondary antibodies used were as follows: anti-chicken, anti-rabbit, anti-mouse or anti-rat with fluorochromes (488, 568 or 647) at 1:500 (Alexa Fluor, Abcam, Cambridge). They were incubated for one hour in the blocking solution containing Hoechst (1:1000). F-actin staining was performed using phalloidin AlexaFluor568 (1:70) (Thermo Fisher, Waltham, MA, USA). The slides were washed, mounted (Thermo Scientific Shandon Immu-Mount) and imaged with a ZI Zeiss microscope equipped with an ApoTome or a confocal LSM 780.

### 4.6. In Situ Hybridization

The RNA probes used for in situ hybridization were as follows: DUSP5, IL17RD, LIN28A, EGR1 CHST15 (Wilmerding et al., 2021b), TMEM132C (fw: CTGCCTTGAAATGGCCGGT; rev: AGGTGTCTGCACCAGATCGT), GREB1 (fw: TATGCTGGACAGCTCAAGACA, rev: TTGCGCCCATTATCATCTGGA). The probes were produced from the PCR product amplified from neural tube cDNA from the E3 chicken embryo (WT or transfected by MEK1ca). All the forward primers contained the T7 RNA polymerase promotor sequence: TAATACGACTCACTATAGGGC.

### 4.7. Fluorescence In Situ Hybridization on Tissue Sections

The slides were treated with 10 µg/mL proteinase K (3 min at 37 °C) in a solution of 50 mM TrisHCl pH 7.5, then in 0.1 M triethanolamine and 0.25% acetic anhydride. They were pre-incubated with a hybridization buffer (50% formamide, 5× SSC, 5× Denhardts, 250 µg/mL yeast tRNA and 500 µg/mL herring sperm DNA) for 3h at room temperature and incubated in the same buffer with DIG-labelled RNA probes over-night at 55 °C in a wet chamber. The slides were then washed twice with 0.2× SSC for 30 min at 65 °C. After 5 min in the TNT buffer (100 mM Tris pH 7.5; 150 mM NaCl; 0.1% Tween-20), they were blocked for 1 h in a buffer containing 1× TNT, 1% blocking reagent (Roche) and 10% goat serum, then incubated in the same buffer for 3 h with anti-DIG-POD antibodies (1:500, Roche) and revealed using a TSA-Plus Cyanin-3 kit (Perkin Elmer, Germany).

### 4.8. Whole Mount In Situ Hybridization

The embryos were fixed for 2 h at RT in 4% formaldehyde in PBS. The embryos were dehydrated with sequential washes in 50% ethanol/PBS+ 0.1% Tween20 and 100% ethanol and conserved at −20 °C. The embryos were bleached for 45 min in 80% ethanol + 20% of 30% H2O2 and then rehydrated. They were treated with 10 µg/mL proteinase K at RT and refixed with 4% formaldehyde, 0.2% glutaraldehyde. After 1 h of blocking in a hybridization buffer (50% formamide, 5x SSC, 50 μg/mL heparin, 50 μg/mL yeast tRNA, 1% SDS), hybridization with DIG-labelled RNA probes was performed at 68 °C overnight. The next day, the embryos were washed (three times 30 min each) in a hybridization buffer and once in TBS (25 mM Tris, 150 mM NaCl, 2 mM KCl, pH 7.4) + 0.1% Tween 20. They were incubated for 1 h at RT in a blocking buffer (20% blocking reagent + 20% goat serum) and then overnight with an anti-DIG-AP antibody (1:2000, Roche) in the blocking buffer. After three washes (1 h) in TBS + 0.1% Tween 20, the embryos were equilibrated (two times 10 min each) in an NTMT buffer (100 mM NaCl, 100 mM TrisHCl pH 9.5, 50 mM MgCl_2_, 2%Tween 20) and incubated in NBT/BCIP (Promega) at RT in the dark until color development. Pictures of the whole embryos were made using a BinoFluo MZFLIII and a color camera.

### 4.9. RNA-Seq Analysis

Electroporations were carried out as described in a previous section but with 5 bilateral pulses, with the protocol described in [12]. Results for pCIG (2 µg/µL), pCIG-MEK1ca (1 µg/µL + pCIG 1 µg/µL) and pCIG-HOXB8 (1 µg/µL + pCIG 1 µg/µL) were published in [12,27], and compared with the pCIG-MEK1ca + pCIG-HOXB8 (1 µg/µL of each) condition. Part of the neural tube expressing the GFP were dissected 18 h after electroporation and dissociated (Trypsin-EDTA 0.25%). GFP-expressing cells were isolated by FACS with the use of a dead cell exclusion (DCE)/discrimination dye (DAPI) to eliminate dying cells [12]. RNA was extracted (RNeasy Mini Kit) and reverse transcribed and cDNA was amplified using a linear amplification system and used for sequencing library building (GATC): random primed cDNA library, purification of poly-A containing mRNA molecules, mRNA fragmentation, random primed cDNA synthesis, adapter ligation and adapter specific PCR amplification, Illumina technology, 50,000,000 paired end reads with the 2 × 50 bp read length. Bioinformatics analyses were performed using the galgal4.0 chicken genome. Qualitative analysis of the RNA-Seq data from the four biological replicates showed a high Pearson correlation coefficient (>0.99) indicative of experimental reproducibility (Figure S4). The RNA-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [67] and are accessible through GEO Series accession numbers GSE162665, GSE182072 and GSE182076.

### 4.10. Quantifications and Statistical Significance

The number of embryos and sections analyzed is indicated in the figure legends. A minimum of three embryos and six sections per embryo were used for quantifications. All the quantifications were performed using the cell counter tool of the Fiji software. The results were analyzed and plotted using the Prism 8 software (GraphPad software). Statistical analyses were performed using a two-tailed Mann-Whitney test and considered significant whith *p*-value < 0.05. All *p*-values are indicated in the graphs. The error bars represent the standard deviation (SD).

## Figures and Tables

**Figure 1:**
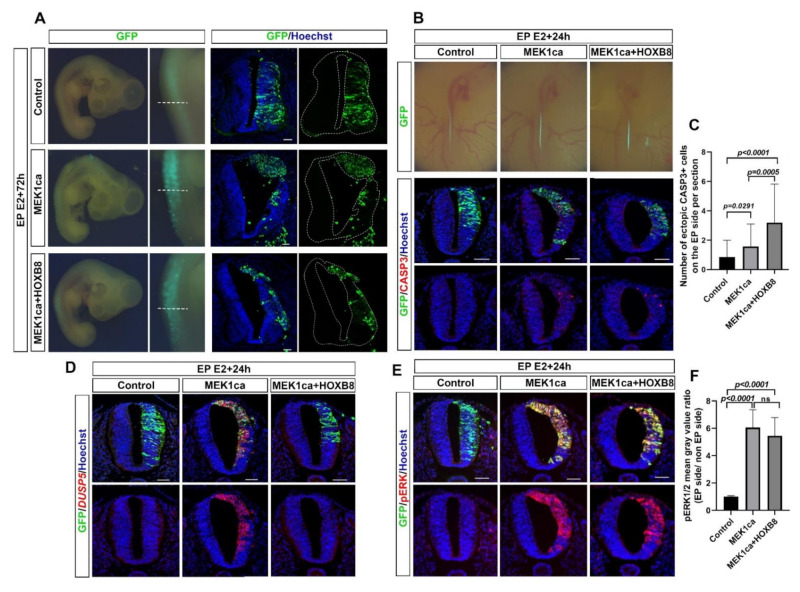
HOXB8 suppresses MEK1ca-induced neoplasia in the trunk neural tube. (**A**) Dorsal view of electroporated embryos three days post-electroporation with the control pCIG-, MEK1ca-, or MEK1ca + HOXB8-expressing vectors. Transfected cells are identified by GFP and immunofluorescence staining on the corresponding transverse sections (white dotted lines) of the chicken embryo with the anti-GFP antibody three days post-electroporation with the pCIG-, MEK1ca-, or MEK1ca + HOXB8- expressing vectors. (**B**) Top: Dorsal view of electroporated embryos one day post-electroporation with the control pCIG-, MEK1ca-, or MEK1ca + HOXB8-expressing vectors. Transfected cells are identified by GFP. Bottom: Immunofluorescence staining on transverse sections of chicken embryo with anti-GFP and anti-cleaved caspase 3 (CASP3) antibodies. (**C**) Number of ectopic CASP3+ cells on the electroporated side one day after electroporation in the three conditions (*n* = 3 animals/18 sections). The quantifications show a significant increase of Casp3+ cells in the neural tube after MEK1ca and MEK1ca + HOXB8 conditions compared to control, with more Casp3+ cells in the MEK1ca + HOXB8 condition than in MEK1ca alone (two-tailed Mann–Whitney test, error bars represent the SD). (**D**) Fluorescence in situ hybridization with the DUSP5 probe and immunofluorescence staining with the anti-GFP antibody on transverse trunk sections of chicken embryo one day post-electroporation in the three conditions. (**E**) Immunofluorescence staining on transverse sections with anti-pERK1/2 and anti-GFP antibodies one day post-electroporation with the pCIG-, MEK1ca- or MEK1ca + HOXB8-expressing vectors. (**F**) one day after electroporation in the three conditions: pERK1/2 mean gray value ratio (electroporated/contralateral side) (*n* = 3 animals/18 sections). The quantifications show no significant difference between the MEK1ca and MEK1ca + HOXB8 conditions (two-tailed Mann–Whitney test, error bars represent the SD). Blue is Hoechst staining. Scale bar: 50 µm.

**Figure 2:**
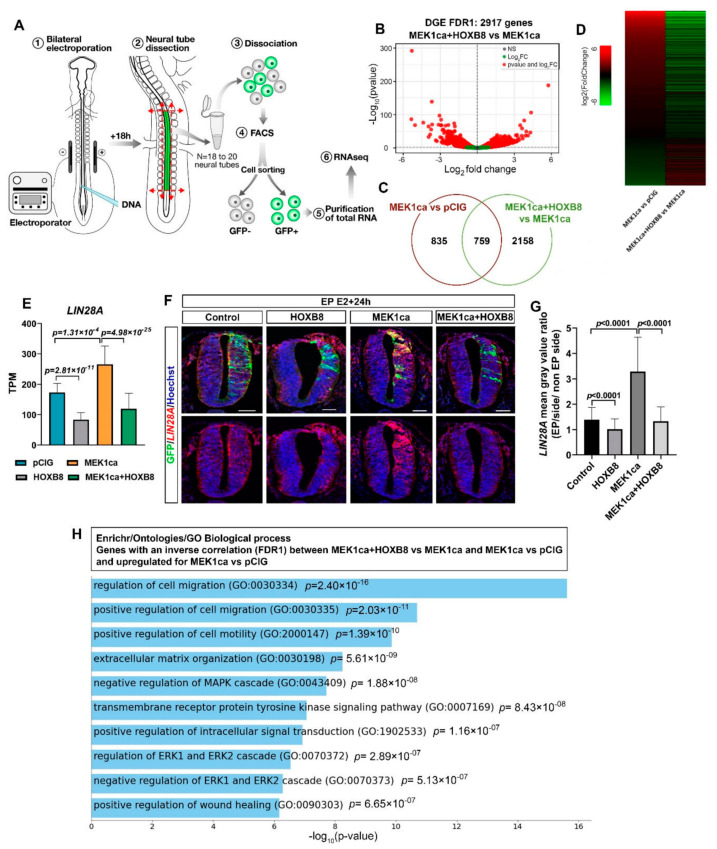
Transcriptomic analysis of MEK1ca-induced neoplasia suppression by HOXB8. (**A**) Experimental design: 18 h after bi-lateral electroporation of the trunk neural tube at stage HH12, the electroporated region of the neural tube was dissected (18–20 embryos per condition in duplicate) and the GFP-positive cells were sorted by FACS. (**B**) Volcano plot of differential gene expression (DGE, FDR1) for the “MEK1ca + HOXB8 versus MEK1ca” conditions (2917 genes). (**C**) Venn diagram showing gene overlaps between the “MEK1ca versus pCIG” and the “MEK1ca + HOXB8 versus MEK1ca” conditions (FDR1). (**D**) Heat map showing the expression of the 759 genes upregulated by MEK1ca and reversed by HOXB8 in “MEK1ca versus pCIG” (line 1) and “MEK1ca + HOXB8 versus MEK1ca” (line 2), highlighting global reversion of MEK1ca-deregulated genes by HOXB8. (**E**) Mean expression of LIN28A TPM (transcripts per kilobase million) obtained for the two replicates of the control- (pCIG1, pCIG2), HOXB8- (HOXB8-1 and HOXB8-2), MEK1ca- (MEK1ca-1 and MEK1ca-2) and MEK1ca + HoxB8 (MEK1ca + HOXB8-1 and MEK1ca + HOXB8-2)-expressing samples, with the corresponding p-value according to the DGE (FDR1) of each pair. (**F**) Fluorescence in situ hybridization with the LIN28A probe and immunofluorescence staining with the anti-GFP antibody on transverse trunk sections of chicken embryos one day post-electroporation in the pCIG, HOXB8, MEK1ca and MEK1ca + HOXB8 conditions. Blue is Hoechst staining. Scale bar: 50 µm. (**G**). LIN28A expression ratio (electroporated/contralateral side) one day after electroporation in the four conditions (*n* = 3 animals/6 sections). The quantifications show that HOXB8 reverses MEK1ca-induced expression of LIN28A (two-tailed Mann–Whitney test, error bars represent the SD). (**H**) Gene ontology enrichment analysis using the Enrichr analytical tool for biological processes (GO Biological Processes 2021), for the upregulated genes in the “MEK1ca versus pCIG” condition among the 759 commonly deregulated genes (FDR1) (between “MEK1ca + HOXB8 versus MEK1ca” and “MEK1ca versus pCIG”), with inverse correlation (519 genes).

**Figure 3:**
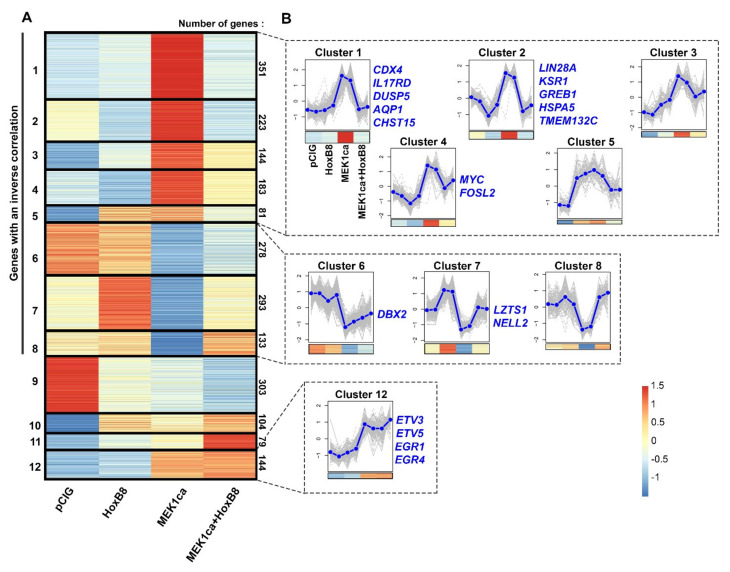
Clustering of genes deregulated by MEK1ca. (**A**) Heat map (*z*-scores derived from TPM values) of the 2316 genes deregulated in the “MEK1ca versus PCIG” condition (FDR5) clustered using *k*-means with *k* = 12 for the pCIG, HOXB8, MEK1ca and MEK1ca + HOXB8 conditions. 1686 genes (72.8%, clusters 1–8) display an inverse correlation between the “MEK1ca versus pCIG” and “MEK1ca + HOXB8 versus MEK1ca” conditions. Only 144 genes (6.2%, cluster 12) behave the same in the MEK1ca and MEK1ca + HOXB8 conditions (i.e., are not reversed by HOXB8). (**B**) Plots of clusters 1–8 and 12 with two replicates of each condition (control (pCIG1, pCIG2), HOXB8 (HOXB8-1 and HOXB8-2), MEK1ca (MEK1ca-1 and MEK1ca-2) and MEK1ca + HOXB8 (MEK1ca + HOXB8-1 and MEK1ca + HOXB8-2)), with the mean (in blue) and with the corresponding heat map in the bottom. Some representative genes of the clusters are on the right side of the corresponding cluster.

**Figure 4:**
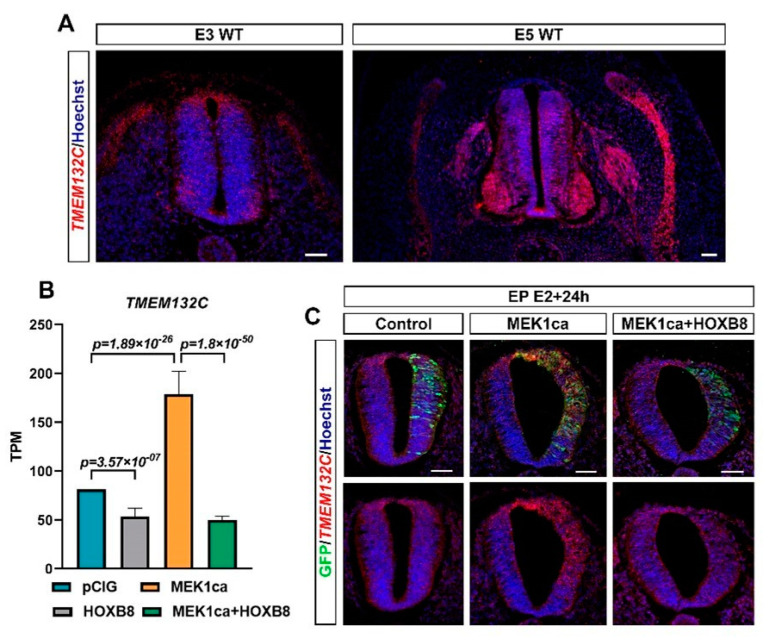
TMEM132C regulation by MEK1ca and HOXB8. (**A**) Fluorescence in situ hybridization with the TMEM132C probe on transverse trunk sections of wild-type chicken embryos at E3 and E5. (**B**) Mean expression of TMEM132C in TPM (transcripts per kilobase million) obtained for the two replicates of the control- (pCIG1, pCIG2), HOXB8- (HOXB8-1 and HOXB8-2), MEK1ca- (MEK1ca-1 and MEK1ca-2) and MEK1ca + HOXB8 (MEK1ca + HOXB8-1 and MEK1ca + HOXB8-2)-expressing samples, with the corresponding p-value according to the DGE of each pair. (**C**) Fluorescence in situ hybridization with the TMEM132C probe and immunofluorescence staining with the anti-GFP antibody on transverse trunk sections of chicken embryos one day post-electroporation in the pCIG, HOXB8, MEK1ca and MEK1ca + HOXB8 conditions.

**Figure 5:**
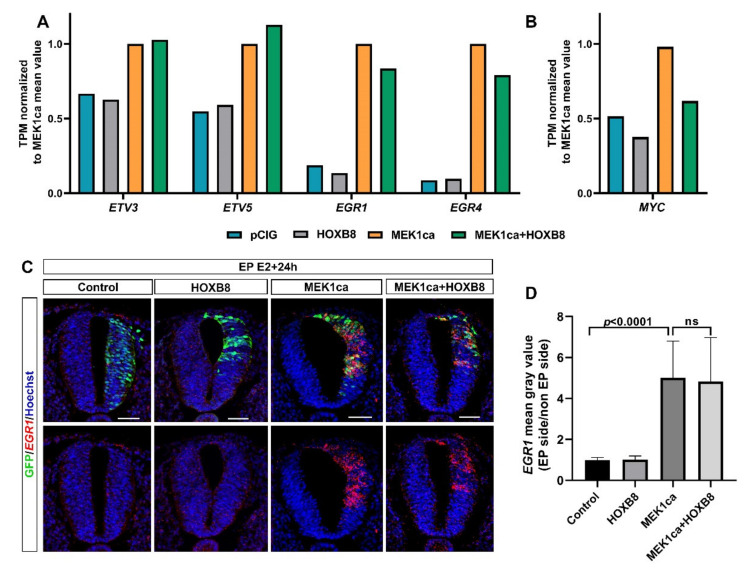
The MEK1ca-induced ETV and EGR gene expression is not reversed by HOXB8. (**A**,**B**) Mean expression in TPM (transcripts per kilobase million) normalized to the MEK1ca value for pCIG, HOXB8 and MEK1ca + HOXB8 (mean of the two replicates of each condition) for the ETV3, ETV5, EGR1 and EGR4 genes (**A**) and the MYC gene (**B**). (**C**) Fluorescence in situ hybridization with the EGR1 probe and immunofluorescence staining with the anti-GFP antibody on transverse trunk sections of chicken embryos one day post-electroporation in the pCIG, HOXB8, MEK1ca and MEK1ca + HOXB8 conditions. Blue is Hoechst staining. Scale bar: 50 µm. (**D**) EGR1 expression ratio (electroporated/contralateral side) one day after electroporation in the four conditions (*n* = 3 animals/18 sections). The quantifications show that HOXB8 does not reverse MEK1ca-induced EGR1 expression (two-tailed Mann–Whitney test, error bars represent the SD).

**Figure 6:**
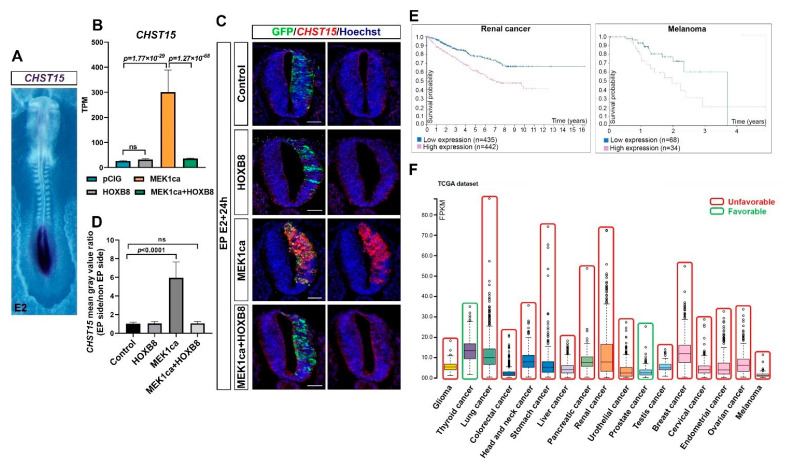
CHST15 upregulated by MEK1ca and reversed by HOXB8 is unfavorable for many cancers. (**A**) Dorsal view of a 2-day-old chicken embryo after whole mount in situ hybridization with a CHST15 probe highlighting its expression only in the most caudal part of the embryo. (**B**) Mean expression of CHST15 in TPM (transcripts per kilobase million) obtained for the two replicates of the control- (pCIG1, pCIG2), HOXB8- (HOXB8-1 and HOXB8-2), MEK1ca- (MEK1ca-1 and MEK1ca-2) and MEK1ca + HOXB8 (MEK1ca + HOXB8-1 and MEK1ca + HOXB8-2)-expressing samples, with the corresponding p-value according to the DGE (FDR5) of each pair. (**C**) Fluorescence in situ hybridization with a CHST15 probe and immuno-fluorescence staining with the anti-GFP antibody on transverse trunk sections of chicken embryos one day post-electroporation in the pCIG, HOXB8, MEK1ca and MEK1ca + HOXB8 conditions. Blue is Hoechst staining. Scale bar: 50 µm. (**D**) CHST15 staining mean gray value ratio (electroporated/contralateral side) one day after electroporation in the four conditions (*n* = 3 animals/18 sections) (two-tailed Mann–Whitney test, error bars represent the SD). (**E**) Survival analysis data from the Human Protein Atlas (courtesy of the Human Protein Atlas, www.proteinatlas.org, 15 May 2021) highlighting that CHST15 displays high expression correlated with poor outcomes in renal and melanoma human cancers. (**F**) RNA expression overview (RNA-Seq data in 17 cancer types as the median FPKM (fragment per kilobase of exon per million reads) generated by The Cancer Genome Atlas (TCGA) (Courtesy of Human Protein Atlas, www.proteinatlas.org, 15 May 2021)), to which we added a color code (red—unfavorable, green—favorable) to highlight that most cancers (15/17) have high expression correlated with poor outcomes in the survival analysis data (Human Protein Atlas).

## Data Availability

The RNA-seq data discussed in this publication have been deposited in NCBI’s Gene Ex-pression Omnibus [67] and are accessible through GEO Series accession numbers GSE162665, GSE182072 and GSE182076. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162665. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182072. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182076 accessed on 10 June 2021.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22168911/s1.

How the deposited data were processed for this re-analysis (not part of the article)

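RNA-Seq was analysed from GFP-sorted neural tube cells of chicken embryos in 3 conditions, pCIG, MEK1ca and MEK1ca + HOXB8, with 2 libraries per condition, each from a pool of 18 to 20 embryos at 18 h after electroporation. The HOXB8 alone libraries were not analysed here. The authors aligned reads to galGal4 with Subread and counted them per gene of Ensembl 85 with featureCounts, and their deposited table holds raw counts with the exonic length of each gene. The authors' deposited tables of MEK1ca versus pCIG and of MEK1ca + HOXB8 versus MEK1ca, made with DESeq2 or DESeq, hold log2 fold changes with standard errors, a Wald statistic for each gene (a score, the log2 fold change over its standard error) and p-values with their adjusted values, for genes at an adjusted p of 0.01 or less. Versions of these programs, the strand setting and the treatment of reads with several alignments are not stated in the paper's text or the submitters' notes.

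All values were computed from the deposited counts in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Total counts lay between 63637195 and 90460770 per library. Of 17108 genes, 13582 passed edgeR's filter on low counts (filterByExpr by group with its default settings). Counts were scaled by TMM, with factors from 0.965 to 1.05, and a negative binomial model with a mean for each condition was fitted to all 6 libraries with robust estimation. The common biological coefficient of variation was 0.126. The 3 comparisons were tested with edgeR's quasi-likelihood F test, Benjamini-Hochberg adjustment was made over all genes of a comparison, and genes at an adjusted p of 0.01 or less were counted as deregulated, as the paper does, or at 0.05 or less where its clustering does. The quasi-likelihood test gives no standard error. Those printed with it are the size of the log2 fold change over the square root of the F statistic. The 95% intervals of changes on addition of HOXB8 were made from them. TPM was computed from the counts and the exonic lengths. Shares of genes are given with Wilson 95% intervals, which treat genes as independent and leave out the variation between libraries. The replicate numbers were not used to pair the libraries in the main fit. Deviations of replicates of the same number from their condition's mean had correlations across genes of 0.128, -0.113 and -0.027. With 2 libraries per condition, these cannot show whether the numbers pair the libraries. The third principal component (8.32% of the variance) set replicate 1 of pCIG and MEK1ca (-27.1 and -17.2) apart from replicate 2 (22.4 and 21.3). The MEK1ca + HOXB8 libraries lay at 4.35 and -3.79 on it.

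The test was tested on simulated data. With the spread of these libraries and 100 genes changed 2-fold and 100 changed 4-fold among 13582, it found 59% of the 2-fold and 87% of the 4-fold changes in the comparison of MEK1ca with pCIG, and 64% and 87% in that of MEK1ca + HOXB8 with MEK1ca. Of the unchanged genes, 7 and 4 were called, a larger part of the calls than a threshold of 0.01 allows. Because both comparisons share the MEK1ca libraries, 50 sets of 6 libraries without any change were simulated from the fitted model. They give the overlap and the opposite share that chance alone gives. In these sets a mean of 1.1 genes (at most 5) passed 0.01 in MEK1ca versus pCIG. In MEK1ca + HOXB8 versus MEK1ca the mean was 1.26 (at most 7). A threshold that held its level would leave nearly all such sets without a call. The adjusted p was thus too lenient on simulated data, and the calls may hold more false ones than it states. Another 50 sets, chosen after the values were seen, had the fitted change by MEK1ca and no effect of HOXB8, to give the share of genes deregulated by MEK1ca that go back by chance. For a difference blind to the change by MEK1ca, also chosen after the values were seen, directions were permuted 1000 times among the genes deregulated in the second comparison within 20 bins of abundance.

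The genes to be named were all genes that the paper names from RNA-Seq, the most changed genes with a symbol in each comparison with at least 5 CPM in the higher group and no overlap between libraries, and members of 26 lists of genes. The count table holds Ensembl identifiers only, and no table pairing them with symbols was at hand, so that the lists and the other genes the paper names were not tested. LIN28A, TMEM132C and CHST15 were identified by the p-values printed in the paper's figures, which were known before these genes' values were computed here. The 4 genes given by identifier alone, the strongest rise and fall in both main comparisons, were chosen after their values were seen.

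The alternatives were the size factors of DESeq2, scaling by library size alone, DESeq2 in place of edgeR, no filter on low counts or a minimum of 10 counts, a fit of the 4 libraries compared, the replicate number as a term, a threshold of 0.05, estimation without the robust option, the MEK1ca libraries divided between the comparisons, the leaving out of each library in turn, and raw counts for the correlation of replicates. A further 5 were added after the data were seen, namely loess offsets by abundance, a minimum mean of 5 CPM, DESeq2 with a prior on the fold change for the 4 libraries compared, halved counts of MEK1ca replicate 2, and log2 of the count plus 1 for the correlation of replicates. Adjacent genes were compared with permutations of the calls within chromosomes, without bins of abundance. The k-means clusters were not rebuilt, since they include HOXB8 alone.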

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

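The tests of library depth, with the same choice of genes for pCIG and MEK1ca, and of an even background as the only source were chosen only after the result was seen.

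A set of 83 genes with almost no counts in pCIG and MEK1ca had low counts in MEK1ca + HOXB8, a signal that the paper does not report. Of the 2676 genes with at most 2 counts over the 4 pCIG and MEK1ca libraries together, these 83 had at least 20 counts over both MEK1ca + HOXB8 libraries, and 78 of them had at least 5 counts in each. The same search found 0 of 2351 genes for pCIG and 0 of 2339 for MEK1ca. Summed over the 83 genes, the libraries held 0.143 and 0.215 CPM in pCIG, 0.251 and 0.416 in MEK1ca, and 24.9 and 34.0 in MEK1ca + HOXB8. Each gene was rare, with a median of 38 counts over both MEK1ca + HOXB8 libraries and at most 2.64 CPM in one. Only 56 of the 83 had enough counts to be tested, and 24 were upregulated against both pCIG and MEK1ca at an adjusted p of 0.01 or less in edgeR's quasi-likelihood test. These calls, like the counts and summed CPM above, follow in part from the way the genes were chosen, and are not separate evidence.

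All 4496 genes with a mean under 0.2 CPM in pCIG and MEK1ca together had 3.60 and 4.21 times the summed CPM of pCIG in the MEK1ca + HOXB8 libraries, and the same choice made without pCIG gave its libraries 0.879 and 0.762 times, and without MEK1ca 1.13 and 1.12 times, the mean of the libraries chosen on (3.59 and 4.19 for MEK1ca + HOXB8), which argues against depth and the choice itself, as CPM do not rise with depth. Loss of rare transcripts at random in single libraries is argued against too, since at most 0.485% of genes with 20 to 200 counts in a pCIG or MEK1ca library had 2 counts or fewer in its partner (0.125% and 0.123% in MEK1ca + HOXB8), but loss common to all 4 of these libraries is not seen this way and stays open. Reads from genomic DNA or unspliced transcripts need not be spread evenly over exons, so that a test of evenness does not exclude them. A background at one rate per exonic length in all genes is argued against as the only source. Of these genes, 1081 had at least 1 kb of exons and a count in pCIG or MEK1ca. In 42.7% of the 1081 the excess was less than 0.25 of an even one, which would be at least 21.3 counts. It may still give a part, since 81.1% of the 1081 genes gained; the 42.6% that gained among all 4496 decides nothing, as short genes and 1915 genes without a count anywhere are among them, and the excess per kilobase on chromosome Z, 0.733 of that on the autosomes with a bootstrap 95% interval of 0.441 to 1.06, leaves genomic DNA open. RNA from other cells, which the sort for GFP with exclusion of dead cells is meant to remove, a difference between library batches and an effect of HOXB8 also stay open, since whether the MEK1ca + HOXB8 libraries were made together with the others, whose results had been published before, is not stated, and no value decides.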

How the results depend on the processing

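Every alternative below was chosen before the data were examined, apart from the 5 that are said to be chosen after seeing the data.

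Most of the genes deregulated in both main comparisons changed in opposite directions under every alternative run. The share of commonly deregulated genes with opposite direction, 90.3%, stayed between 86.6% and 96.0%. The number of genes depended more on the setting. No gene deregulated at an adjusted p of 0.01 or less in edgeR's quasi-likelihood test was deregulated in the other direction under any alternative that did not divide the MEK1ca libraries.

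With DESeq2 on all 6 libraries, MEK1ca versus pCIG gave 1547 genes in place of 836, 926 upregulated and 621 downregulated. It gave 1735 genes downregulated in MEK1ca + HOXB8 versus MEK1ca, and 3102 genes in MEK1ca + HOXB8 versus pCIG with 1427 downregulated. Both main comparisons shared 819 genes, 723 with opposite direction, of which 502 rose and then fell and 221 fell and then rose. The cause was not tested. A threshold of 0.05 admits more genes by construction. It gave 1742 in MEK1ca versus pCIG (1023 upregulated, 719 downregulated), 4368 in MEK1ca + HOXB8 versus MEK1ca (2307 and 2061) and 3984 in MEK1ca + HOXB8 versus pCIG (2234 and 1750). Of 995 shared genes 873 were opposite, 581 rising and then falling and 292 falling and then rising.

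Scaled by library size alone, 646 genes were downregulated in MEK1ca + HOXB8 versus MEK1ca in place of 1085, and 497 in MEK1ca + HOXB8 versus pCIG in place of 801. With only the 4 libraries compared in the fit, the opposite share was 93.9%, and 47.1% of the genes deregulated by MEK1ca at 0.05 were reversed, in place of 50.1%. With the MEK1ca libraries divided between the comparisons, the opposite share was 86.6% and 95.2%, the genes falling and then rising numbered 35 and 28, and the correlation of the fold changes across genes was -0.254 and -0.267 in place of -0.398. The causes were not tested. Whether the replicate numbers pair the libraries is not known. With a block for the replicate number, MEK1ca versus pCIG gave 921 genes, MEK1ca + HOXB8 versus MEK1ca 2170, MEK1ca + HOXB8 versus pCIG 1916 and both main comparisons 472.

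Leaving out 1 library lowers the power, and the lone library of a group is assumed to vary like the other groups. MEK1ca versus pCIG then gave between 329 and 812 genes (262 to 559 upregulated, 67 to 266 downregulated). MEK1ca + HOXB8 versus MEK1ca gave 1067 to 1945 (479 to 1078 and 535 to 899), and MEK1ca + HOXB8 versus pCIG 674 to 2051 (435 to 1268 and 239 to 783). The lowest values were those without pCIG replicate 2 for MEK1ca versus pCIG and for MEK1ca + HOXB8 versus pCIG, and without MEK1ca + HOXB8 replicate 1 for MEK1ca + HOXB8 versus MEK1ca, except that the 535 downregulated genes came without MEK1ca replicate 1. Shared genes numbered 208 to 404, opposite ones 197 to 388, those rising and then falling 177 to 314, and those falling and then rising 20 to 74. The opposite share was 89.5% to 96.0%. Of the 20 genes most upregulated by MEK1ca, 7 to 16 were downregulated on addition of HOXB8. At 0.05, MEK1ca versus pCIG gave 821 to 1784 genes (563 to 1048 upregulated, 258 to 736 downregulated), of which 350 to 566 upregulated and 101 to 276 downregulated genes were reversed, 39.2% to 59.1% of all. The correlation of the fold changes was -0.571 to -0.278.

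The 5 alternatives chosen after seeing the data gave these values. DESeq2 with a prior on the fold change, on the 4 libraries compared, gave 1594 genes in MEK1ca versus pCIG (951 upregulated, 643 downregulated), 1251 downregulated in MEK1ca + HOXB8 versus pCIG, 759 shared genes with 690 opposite, 519 rising and then falling and 171 falling and then rising, and 46.6% reversed at 0.05. A minimum mean of 5 CPM tests fewer genes, and gave 1438 genes in MEK1ca + HOXB8 versus MEK1ca with 714 upregulated, 1229 in MEK1ca + HOXB8 versus pCIG with 686 upregulated, and a correlation of -0.541. Loess offsets by abundance gave an opposite share of 93.4%. With the counts of MEK1ca replicate 2 halved, MEK1ca versus pCIG gave 845 genes and both main comparisons 430. On log2 of the count plus 1, the correlation of replicates was 0.991 in pCIG and 0.992 in MEK1ca.

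The correlation of replicates, 0.989 in pCIG, 0.989 in MEK1ca and 0.992 in MEK1ca + HOXB8, became 0.998 in pCIG and 0.996 in MEK1ca on raw counts, and 0.998, 0.997 and 0.994 on raw counts of all genes.

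LIN28A, TMEM132C and CHST15 gave 171 values over the alternatives, of which 158 kept their direction and side of the threshold, 8 fell short of it, 5 came to pass it and 0 changed direction. The log2 fold change of ENSGALG00000005413 on addition of HOXB8, -0.15, became 0.40 without MEK1ca replicate 2 and -0.56 without MEK1ca replicate 1. limma on log2 TPM was not run, since the deposited tables hold no TPM. In simulated libraries, 59% and 64% of 2-fold changes were found in the main comparisons. Fewer genes were changed there than were deregulated in the data, which makes the adjusted threshold stricter, so that these shares may be too low for the data. A gene which missed the threshold is still not shown to lack a change of that size.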

Differences from the paper's values

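The alternatives with a prior on the fold change, on log2 of the count plus 1 and with halved counts of MEK1ca replicate 2 were chosen only after the values were seen, and all others before the data were examined.

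At an adjusted p of 0.01 or less, 424 genes were deregulated both in MEK1ca versus pCIG and in MEK1ca + HOXB8 versus MEK1ca, and the paper's value is 759. Of these, 383 changed in opposite directions (the paper's value is 689), and 312 rose with MEK1ca and fell with HOXB8 (the paper's value is 519). Values within 1.5 times the paper's came from DESeq2 on all 6 libraries, with 819, 723 and 502 genes, and from a threshold of 0.05, which is not the paper's, with 995, 873 and 581 genes. The other scalings, filters and fits, the divided MEK1ca libraries and the leaving out of a library gave lower values that differ from the paper's. DESeq2 with a prior on the fold change, fitted to the 4 libraries compared and chosen after seeing the values, gave 759, 690 and 519 genes, and it drops 1 of 1594 and 24 of 2917 genes of the authors' deposited tables. Its log2 fold changes correlated with the deposited ones across genes at 0.99994 and 0.99999. The lower numbers from edgeR thus go with the choice of test and fit, since the counts are the same. In the authors' deposited tables the genes that rose and then fell number 518.

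At an adjusted p of 0.05 or less, 581 genes were upregulated by MEK1ca and reversed by HOXB8, and the paper's value is 980. DESeq2 on all 6 libraries gave 698, within 1.5 times the paper's, and the other alternatives set before the data were examined did not come within it. For genes downregulated by MEK1ca and reversed, the values are 292 here and the paper's 704, and no alternative came within 1.5 times of it (410 with DESeq2 on all 6 libraries). As a share of the genes deregulated by MEK1ca, these were 16.8%, and the paper's value is 30.4%. Scaling by library size alone gave 21.7%, within 1.5 times, and no other alternative did. Genes without a further change on addition of HOXB8 made up 42.9%, against the paper's 6%, and 33.5% to 56.5% when a library was left out and 42.0% to 47.8% in the other alternatives it was computed for, none within 1.5 times. The paper's groups are k-means clusters that include HOXB8 alone, while these are genes past a threshold in both comparisons, so that the definitions differ.

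The paper states a Pearson correlation of replicates above 0.99. On log2 CPM it was 0.989 in pCIG and 0.989 in MEK1ca, and raw counts gave 0.998 and 0.996, on the paper's side. On log2 of the count plus 1, chosen after seeing the values, it was 0.991 and 0.992.

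The paper states 50000000 paired-end reads, taken here as the depth of each library. The totals of the count table were 77004159 and 79064166 in pCIG, 76997561 in MEK1ca replicate 2, and 90460770 and 84415529 in MEK1ca + HOXB8, each more than 1.5 times that number, and 63637195 in MEK1ca replicate 1. These are counts assigned to genes, whether single reads or pairs is not stated in the paper's text, and the alternatives set before the data were examined do not change them. In MEK1ca replicate 2, 99.4% of the counts from 1 to 10 are even, so that what its total counts is open, and with its counts halved, chosen after seeing the values, it held 38497808, within 1.5 times the paper's number.

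The paper states that LIN28A is upregulated by MEK1ca, calls the effect modest and also shows it by in situ hybridization. LIN28A is among the genes at an adjusted p of 0.01 or less in the authors' deposited table. Its log2 fold change was 0.60 at an adjusted p of 0.0372 from edgeR's quasi-likelihood test, the same direction but above 0.01. It passed 0.01 in DESeq2 on all 6 libraries (0.00304), with the replicate number as a block (0.00773), without MEK1ca replicate 2 (0.00166) and, chosen after seeing the values, in DESeq2 with a prior on the fold change (0.00145), and the range over the alternatives was 0.00145 to 0.207. It also passes at a threshold of 0.05, which is not the one used here for single genes. In MEK1ca + HOXB8 versus pCIG it fell by 1.02 on the log2 scale, the direction the paper states. Within its cluster 1, the paper places CHST15 among the genes most upregulated by MEK1ca, directly after a few named genes. That cluster was not rebuilt here, and the ranks are over all genes that rose with MEK1ca and fell with HOXB8, 46 of 312 here and 36 of 518 in the authors' deposited table. MEK1ca versus pCIG gave 836 genes in edgeR at the paper's threshold, and the authors' deposited table lists 1594, of which 826 are among the 836 with the same direction.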

Other observations

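The test of a difference between library batches was chosen only after the result was seen, as were the alternatives named as such.

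Among the genes deregulated in both comparisons, 41 changed in the same direction, and their number depended on single libraries, with 16 and 11 without pCIG replicate 1 or 2, 17 and 16 without MEK1ca replicate 1 or 2, and 14 without MEK1ca + HOXB8 replicate 1. The 23 genes upregulated in both comparisons had a median log2 fold change of 1.62 in MEK1ca versus pCIG, of 1.11 in MEK1ca + HOXB8 versus MEK1ca and of 2.79 in MEK1ca + HOXB8 versus pCIG. The 18 genes downregulated in both had medians of -0.70, -0.57 and -1.27. Among the 71 genes that fell with MEK1ca and rose with HOXB8, the medians were -0.96, 0.85 and -0.04, and 65 of them passed in neither direction against pCIG in edgeR at an adjusted p of 0.01. These sets were chosen by both changes, which share the MEK1ca libraries, and for the 71 genes the choice itself draws the last median toward 0. The 71 genes became 35 and 20 without pCIG replicate 1 or 2, 26 without MEK1ca replicate 1 and 46 without MEK1ca + HOXB8 replicate 1.

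The opposite direction of genes changed by MEK1ca and by HOXB8 could arise from the MEK1ca libraries that both comparisons share. With these libraries divided between the comparisons, and the lone library of each assumed to vary like the other groups, the lower of both opposite shares was 86.6%, which argues against sharing as the cause. Less MEK1ca transcript in the co-electroporated cells was not tested, since the genes it needs could not be identified. The paper itself reports no significant difference in pERK staining between MEK1ca and MEK1ca + HOXB8. It also reports that EGR1, EGR4, ETV3 and ETV5 were not reversed by HOXB8. Whether the MEK1ca + HOXB8 libraries were made in another batch is not stated, and a batch difference that falls on genes independently of their change by MEK1ca is argued against, since with directions permuted within bins of abundance 95% of permutations of the divided libraries gave opposite shares of no more than 56.38%. A batch difference along the genes that MEK1ca moves and an effect of HOXB8 stay open.

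Neighbouring genes changed together more often than in permutations of the calls within chromosomes. These permutations, here and for HOXB8 below, did not hold abundance fixed, while the calls went with abundance. Neighbours of like abundance therefore stay open as a source of a part of the excess. Of adjacent genes more than 1 kb apart, 65 pairs were both upregulated by MEK1ca, against a mean of 21.2 (95% of permutations between 13 and 30) when the calls were permuted within chromosomes (permutation test, one-sided p = 1e-05, the smallest that 100000 permutations can give, Benjamini-Hochberg adjusted 1.33e-05). Reads shared by genes whose annotated spans overlap or lie within 1 kb are argued against, since such pairs were left out. Transcripts that run more than 1 kb past the annotated end of a gene were not tested and stay open. On opposite strands 22 pairs were found against 10.6 (5 to 17; permutation p = 0.00114, adjusted 0.00228), which argues against genes split into neighbouring models, or tandem copies, as the only cause, although these may give a part of the excess on one strand. Regulation shared by neighbouring genes is a candidate explanation, and 13 pairs were both downregulated by MEK1ca against 4.16, of which 4 against 2.06 lay on opposite strands (permutation p = 0.152).

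On addition of HOXB8 to MEK1ca, 151 adjacent pairs more than 1 kb apart were both upregulated against a mean of 86.6 in permutations, 59 of them on opposite strands against 42.3 (permutation test, adjusted p = 0.00867). Both downregulated were 147 pairs against 74.4, with 72 on opposite strands against 37.0 (permutation test, adjusted p = 4e-05).

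Genes of chromosome W summed to 86.2 and 106 CPM in pCIG, 123 and 143 in MEK1ca, and 125 and 58.1 in MEK1ca + HOXB8. The 10 most abundant genes took between 4.30% and 4.53% of the counts of a library. Mitochondrial genes had 0 counts in all 6 libraries of the deposited table.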
